# Dynamin-related protein 1 deficiency accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice

**DOI:** 10.1038/s42003-021-02413-6

**Published:** 2021-07-21

**Authors:** Lixiang Wang, Xin Li, Yuki Hanada, Nao Hasuzawa, Yoshinori Moriyama, Masatoshi Nomura, Ken Yamamoto

**Keywords:** Inflammation, Mitophagy

## Abstract

Mitochondrial fusion and fission, which are strongly related to normal mitochondrial function, are referred to as mitochondrial dynamics. Mitochondrial fusion defects in the liver cause a non-alcoholic steatohepatitis-like phenotype and liver cancer. However, whether mitochondrial fission defect directly impair liver function and stimulate liver disease progression, too, is unclear. Dynamin-related protein 1 (DRP1) is a key factor controlling mitochondrial fission. We hypothesized that DRP1 defects are a causal factor directly involved in liver disease development and stimulate liver disease progression. Drp1 defects directly promoted endoplasmic reticulum (ER) stress, hepatocyte death, and subsequently induced infiltration of inflammatory macrophages. Drp1 deletion increased the expression of numerous genes involved in the immune response and DNA damage in *Drp1*LiKO mouse primary hepatocytes. We administered lipopolysaccharide (LPS) to liver-specific *Drp1*-knockout (*Drp1*LiKO) mice and observed an increased inflammatory cytokine expression in the liver and serum caused by exaggerated ER stress and enhanced inflammasome activation. This study indicates that Drp1 defect-induced mitochondrial dynamics dysfunction directly regulates the fate and function of hepatocytes and enhances LPS-induced acute liver injury in vivo.

## Abstract (web summary)

Wang et al. report that deficiency of dynamin-related protein 1, which controls mitochondrial fission, accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice. Thus, they highlight mitochondria dynamics dysfunction as a new mechanism of liver disease development.

## Introduction

Mitochondria play a critical role in maintaining hepatocyte integrity and function, and mitochondrial dysfunction leads to liver diseases^1–4^. Mitochondrial function and morphology are interdependent, and the latter is shaped by ongoing mitochondrial fusion and fission (mitochondrial dynamics)^5–7^. In vertebrates, mitofusin-1/2 (MFN1/2) and optic atrophy 1 (OPA1) control mitochondrial fusion, while dynamin-related protein 1 (DRP1) and its receptors control mitochondrial fission. Mitochondrial dynamics research in recent years has shown the functional importance of mitochondrial dynamics in liver diseases. Kim et al. (2013, 2014) reported the impact of viral infection on mitochondrial dynamics, and mitochondrial dynamics alterations are used by hepatitis B virus^8^ and hepatitis C virus^9^ for maintenance of persistent infection. Overall, mitochondrial dynamics disruption promotes viral pathogenesis. Mitochondrial dynamics and liver diseases are at a crossroads. Studies have reported abnormal mitochondrial dynamics in other liver pathophysiological conditions, too. Cadmium is a long-lived environmental and occupational pollutant, and cadmium hepatotoxicity induces DRP1-dependent mitochondrial fragmentation by disturbing calcium homeostasis^10^. Mitochondrial dynamics are also related to the mechanism underlying acetaminophen-induced acute liver damage. Acetaminophen changes mitochondrial DRP1 levels, and when the DRP1 inhibitor Mdivi-1 inhibits mitochondria fission, acetaminophen induces greater hepatic impairment^11^. Alcoholic animal models also show mitochondrial morphology alteration. Mitochondria in normal hepatocytes usually show relatively slow dynamics, which are sensitive to inhibition by ethanol exposure^12^. Mfn2 ablation in the liver causes endoplasmic reticulum (ER)-mitochondrial phosphatidylserine transfer defects, leading to a non-alcoholic steatohepatitis (NASH)-like phenotype and liver cancer^13^.

We reported that a mitochondrial fission defect in liver-specific *Drp1*-knockout (*Drp1*LiKO) mice, which demonstrate ER stress-promoted fibroblast growth factor 21 expression, subsequently functions as a metabolic regulator with anti-obesity and anti-diabetic effects. In addition, hematoxylin and eosin (H&E) staining of *Drp1*LiKO mouse liver sections shows a disorganized lobular parenchyma with inflammatory cell infiltration^14^. Our previous studies have also reported that *Drp1* disruption in the liver changes the expression of genes involved in the immune system in the liver. Gene Ontology (GO) biological studies have reported that 7 of the top 10 clusters are related to the immune system. These clusters include terms such as “immune response,” “phagocytosis,” “antigen processing,” and “presentation”^15^.

In this study, we hypothesized that Drp1 deficiency-induced mitochondrial fission defects directly lead to liver disease development. In addition, we hypothesized that Drp1 defects stimulate liver disease progression. The aim was to determine the relationship between mitochondrial fission defects and liver disease progression. We tested our hypotheses in an acute liver injury experimental mouse model via lipopolysaccharide (LPS)-induced endotoxin shock. Our study indicated that Drp1 defect-induced liver inflammation progression, which will provide insight into the role of Drp1 in liver function and acute liver injury.

## Results

### Increased inflammatory response and cell death in LPS-treated *Drp1*LiKO mice

In control mice, LPS administration increased messenger RNA (mRNA) levels of tumor necrosis factor alpha (*Tnfa*), interleukin 6 (*Il6*), interleukin 1 beta (*Il1b*), interferon beta 1 (*Ifnb1*), monocyte chemoattractant protein-1 (*Mcp1*), and the NLR family pyrin domain containing 3 (*Nlrp3*), which peaked at 1 h in the liver (Supplementary Fig. 1a). LPS-induced liver TNF, IL-6, interleukin 10 (IL-10) and MCP1 levels peaked at 1 h, IL-1β levels peaked at 4 h, and interferon gamma (IFN-γ) levels peaked at 8 h (Supplementary Fig. 1b). LPS-induced serum TNF and IL-10 levels peaked at 1 h; MCP1 level peaked at 4 h; and IL-6 and IFN-γ levels peaked at 8 h (Supplementary Fig. 1c).

Next, we compared the responses to LPS in control and *Drp1*LiKO mice after LPS injection. *Drp1*LiKO mice developed more severe symptoms of endotoxin shock, such as lack of activity and hunched back posture. Consistent with this observation, we also observed a significant increase in serum TNF levels at 1 h and IL-6, IL-1β, MCP1, and IFN-γ levels at 8 h after LPS injection in *Drp1*LiKO mice compared to control mice (Fig. 1a). In addition, liver *Tnfa*, *Il6*, *Il1b, Ifnb1*, and *Mcp1* mRNA expression levels also increased in LPS-treated *Drp1*LiKO mice compared to control mice. An interesting finding was a decrease in *Drp1* mRNA levels in control mice, probably through transcriptional inhibition (Fig. 1b). We also detected a significant increase in liver TNF, IL-10, IL-1β, MCP1, and IFN-γ levels in LPS-treated *Drp1*LiKO mice (Fig. 1c).

**Fig. 1:**
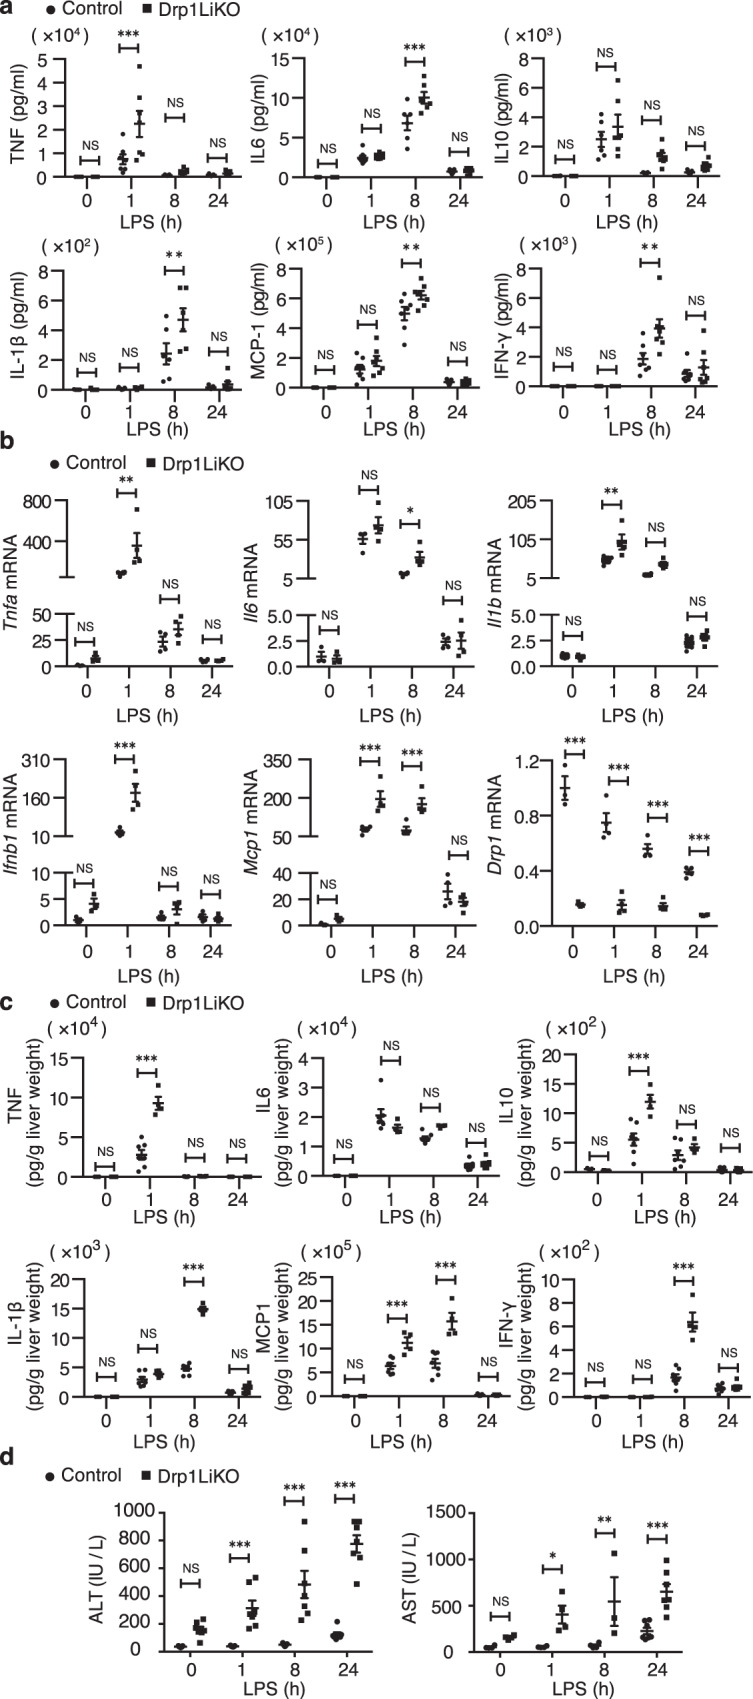
LPS-induced inflammatory response was augmented in *Drp1*LiKO mice. Control and *Drp1*LiKO mice were treated with saline alone (referred to as LPS 0 h) or LPS (5 mg/kg, intraperitoneally). At indicated time points after LPS treatment, serum and liver samples were collected. **a** Serum TNF, IL-6, IL-10, IL-1β, MCP1, and IFN-γ levels were determined by BD cytometric bead array. Values are expressed as mean ± SEM. *n* = 5-7. **p < 0.01, ***p < 0.001 determined by Two-way ANOVA with Bonferroni’s Post Hoc Test. **b** Liver *Tnfa*, *Il6*, *Il1b, Ifnb1*, *Mcp1*, and *Drp1* mRNA expression was determined by quantitative real-time PCR. Results were normalized to *Gapdh* expression and are shown as fold-changes relative to gene expression in saline-treated control mice. Values are expressed as mean ± SEM. *n* = 3-4 *p < 0.05, **p < 0.01, ***p < 0.001 determined by Two-way ANOVA with Bonferroni’s Post Hoc Test. **c** Liver TNF, IL-6, IL-10, IL-1β, MCP1 and IFN-γ levels were determined by the BD cytometric bead array. Values are expressed as mean ± SEM. *n* = 3-7. ***P < 0.001 determined by Two-way ANOVA with Bonferroni’s *P*ost Hoc Test. **d** Serum ALT and AST levels were measured using the DRI-CHEM3500 Chemistry Analyzer. *n* = 4-7 *p < 0.05, **p < 0.01, ***p < 0.001 determined by Two-way ANOVA with Bonferroni’s Post Hoc Test. LPS lipopolysaccharide; *Drp1*LiKO, liver-specific *Drp1*-knockout, TNF tumor necrosis factor, IL interleukin, MCP1 monocyte chemoattractant protein-1, IFN-γ interferon gamma, PCR polymerase chain reaction, *Gapdh* glyceraldehyde 3-phosphate dehydrogenase, ALT alanine aminotransferase, AST aspartate transaminase, SEM standard error of the mean, NS no significant difference.

To evaluate the degree of functional damage in the liver, we further analyzed the serum levels of alanine aminotransferase (ALT) and aspartate transaminase (AST), which are two markers of hepatocellular injure or necrosis. Both ALT and AST increased in LPS-treated *Drp1*LiKO mice (Fig. 1d), indicating increase of hepatocyte death in the absence of Drp1. Caspases are both initiators and effectors of apoptotic cascades^16^; we used western blot analysis to quantify the procaspase-3 and cleaved caspase-3 protein levels. We found that *Drp1* deletion increased cleaved caspase-3 levels in both non-treated and LPS-treated *Drp1*LiKO mice compared to control mice (Fig. 2a and b).

**Fig. 2:**
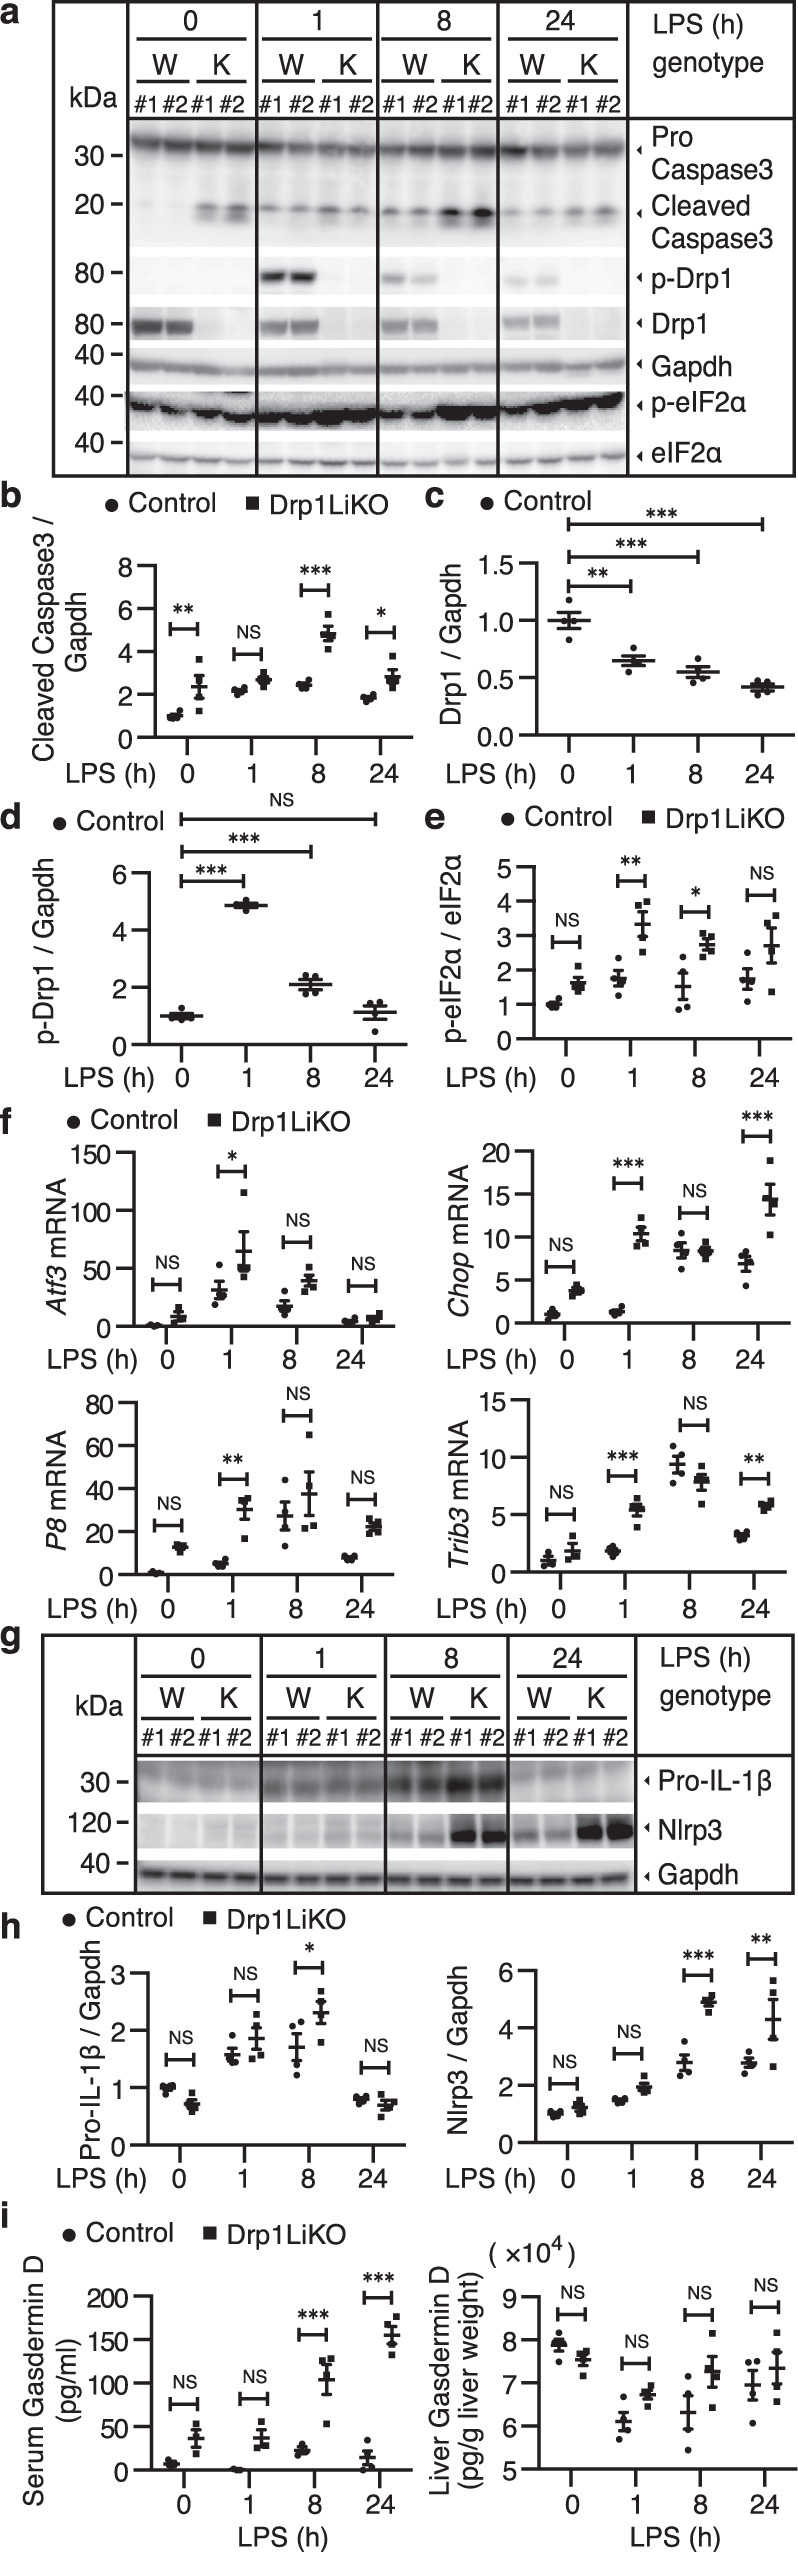
LPS-induced increased ER stress and NLRP3 inflammasome activation in the liver of *Drp1*LiKO mice. Control and *Drp1*LiKO mice were treated with saline alone (referred to as LPS 0 h) or LPS (5 mg/kg, intraperitoneally). At indicated time points after LPS treatment, liver samples were collected. **a**–**e** Western blot analysis and densitometric quantification of caspase-3, p-Drp1(S635), Drp1, p-eIF2α, and eIF2α expression in saline- or LPS-treated liver lysates. Gapdh served as an internal control. The biological duplicate samples in each condition numbered as #1 and #2. Values are expressed as mean ± SEM (*n* = 4). *p < 0.05, **p < 0.01, and ***p < 0.001 determined by two-way ANOVA with Bonferroni’s post hoc test (**b** and **e**). **p < 0.01 and ***p < 0.001 determined by one-way ANOVA with Dunnett’s multiple comparisons test (**c** and **d**). **f** Liver *Atf3*, *Chop*, *P8*, and *Trib3* mRNA expression were determined by quantitative real-time PCR. Results are normalized to *Gapdh* expression and are shown as fold-changes relative to gene expression in saline-treated control mice. Values are expressed as mean ± SEM (*n* = 3-4). *p < 0.05, **p < 0.01, and ***p < 0.001 determined by two-way ANOVA with Bonferroni’s post hoc test. **g**, **h** Western blot analysis and densitometric quantification of Pro-IL-1β and Nlrp3 expression in saline- or LPS-treated liver lysates. Gapdh served as an internal control. The biological duplicate samples in each condition numbered as #1 and #2. Values are expressed as means ± SEM (*n* = 4). *p < 0.05, **p < 0.01, and ***p < 0.001 determined by two-way ANOVA with Bonferro*n*i’s post hoc test. **i** Serum and liver gasdermin D levels were determined by Gasdermin D ELISA kit. Values are expressed as mean ± SEM. *n* = 3-4. ***p < 0.001 determined by Two-way ANOVA with Bonferroni’s Post Hoc Test. LPS lipopolysaccharide, *Drp1*LiKO liver-specific *Drp1*-knockout, eIF2α eukaryotic translation factor 2α, *Atf3* activating transcription factor 3, *Chop* DNA damage–inducible transcript 3 (*Ddit3*), *P8* nuclear protein 1 (*Nupr1*), *Trib3* Tribbles homolog 3, NLRP3 NLR family pyrin domain containing 3, IL interleukin, *Gapdh* glyceraldehyde 3-phosphate dehydrogenase, PCR polymerase chain reaction, SEM standard error of the mean, NS no significant difference.

### Increased ER stress response in LPS-treated *Drp1*LiKO mice

Western blot analysis of the liver protein samples showed that LPS induces an inflammatory response via nuclear factor kappa B (NF-κB) and mitogen-activated protein kinase (MAPK) pathways, while there was no difference in NF-κB and MAPK pathways between control and *Drp1*LiKO mice (Supplementary Fig. 2a and b). In addition to these pathways, recent studies have reported that LPS promotes DRP1-dependent mitochondrial fission and associated inflammatory responses in different cell types^17,18^. In the present study, LPS decreased *Drp1* mRNA levels in the liver (Fig. 1b); therefore, we examined LPS-regulated translational and post-translational modifications on DRP1. Phosphorylation of S616 (S635 in mice) and dephosphorylation of S637 (S656 in mice) are associated with the activation of DRP1 as well as its translocation to the mitochondria^19–21^. First, we found that LPS induced a continuous decrease in Drp1 protein levels in control mice (Fig. 2a and c); in contrast, LPS induced the robust phosphorylation of S635 at 1 h, indicating a transient increase in mitochondrial fission (Fig. 2a and d). Drp1 phosphorylation levels of S656 were not detected.

It has previously been demonstrated that the ER stress pathway is involved in inflammatory responses and the pathogenesis of various chronic inflammatory diseases^22–24^. In our previous study, we reported that *Drp1* deletion in the liver caused ER stress via the eukaryotic translation factor 2α (P-eIF2α) pathway^14^. Phosphorylation of eIF2α levels increased in LPS-treated *Drp1*LiKO mice, indicating a further increase in ER stress in LPS-treated *Drp1*LiKO mice (Fig. 2a and e). ER stress evokes upregulation of activating transcription factor 3 (*Atf3*), DNA damage–inducible transcript 3 (*Ddit3; Chop*), nuclear protein 1 (*Nupr1; p8*), and Tribbles homolog 3 (*Trib3*), and these genes are related to ER stress and ER stress-mediated cell apoptosis^25–27^. In the current study, real-time polymerase chain reaction (PCR) analysis confirmed that the mRNA expression of these ER stress-related genes increased in LPS-treated *Drp1*LiKO mice livers (Fig. 2f).

### Inflammasome overactivation in LPS-treated *Drp1*LiKO mice

Compared with control mice, western blot analysis showed that LPS-treated *Drp1*LiKO mice increased the activation of NLRP3 inflammasome pathways during the LPS-induced inflammatory response in the liver as well as increased Nlrp3 inflammasome marker IL-1β and Nlrp3 levels (Fig. 2g and h). Gasdermin D, a newly discovered intracellular protein, forming pores regulate the secretion of cytokines such as IL-1β, in response to LPS and other activators of the inflammasome^28–30^. We also observed a significant increase in serum gasdermin D levels at 8 h and 24 h after LPS injection in *Drp1*LiKO mice compared to control mice (Fig. 2i). Macrophages represent a key cellular component of the liver and are essential for maintaining tissue homeostasis and ensuring rapid response to hepatic injure^31,32^. Given that activation of the inflammasome pathway increased in *Drp1*LiKO mice, we investigated inflammasome activation in macrophages. To induce the maximum release of IL-1β, mice received intraperitoneal injection of 10-mg/kg body weight LPS for 4 h and then an additional 50 µl of 100-mM adenosine triphosphate (ATP) 30 min before sacrifice. H&E staining confirmed inflammatory cell infiltration in both saline- and LPS/ATP-treated livers of *Drp1*LiKO mice (Fig. 3a). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining showed that apoptotic hepatocytes increased in saline-treated (Ctrl 8.67 ± 1.86 vs. KO 47.33 ± 6.17) and LPS/ATP-treated (Ctrl 42.00 ± 6.08 vs. KO 113.33 ± 10.87) livers of *Drp*1LiKO mice (Fig. 3a and b). Consistent with this observation, serum ALT and AST levels also increased in LPS/ATP-treated *Drp1*LiKO mice (Supplementary Fig. 3a). Consistent with our previous observations (Fig. 1b), liver *Tnfa*, *Il6*, *Il1b, F4/80*, *Mcp1*, and *Nlrp3* mRNA expression significantly increased in *Drp1*LiKO mice compared to control mice after LPS/ATP treatment (Supplementary Fig. 3b).

**Fig. 3:**
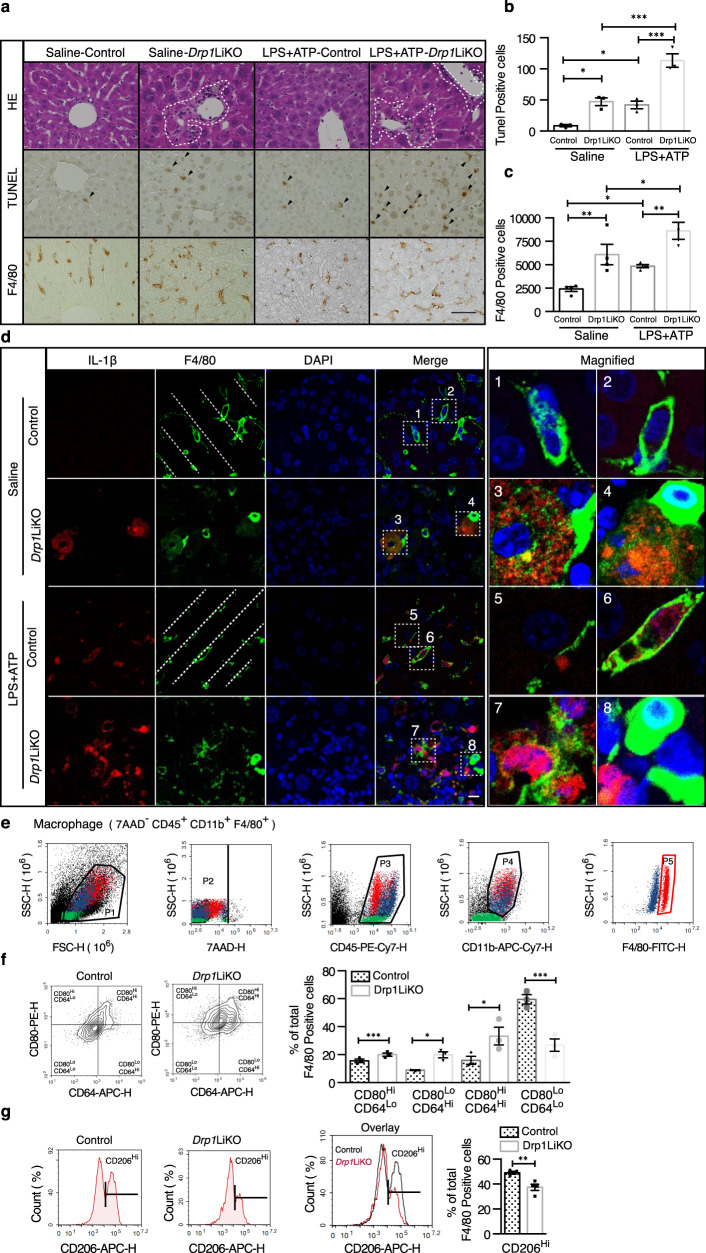
LPS/ATP-induced increased hepatocyte apoptosis and macrophage activation in *Drp1*LiKO mice. **a**–**d** Control and *Drp1*LiKO mice were treated with LPS (10 mg/kg body weight, intraperitoneally) for 4 h, followed by an additional 50 µL intraperitoneally injection of 100 mM ATP 30 min before euthanization. H&E staining, TUNEL assay, and F4/80 immunostaining were performed on saline- or LPS/ATP-treated liver sections to examine histology (**a**). Areas with inflammatory cell infiltration are outlined by white dashed lines, and TUNEL-positive cells are indicated by arrowheads. Scale bar = 50 µm. **b** Quantification of TUNEL-positive cells in saline- or LPS/ATP-treated control and *Drp1*LiKO mice. Values are expressed as mean ± SEM. *n* = 3. *p < 0.05, ***p < 0.001 determined by Two-way ANOVA with Tukey’s Post Hoc Test. **c** Quantitative analysis of the number of F4/80-positive cells performed by counting cells in 15 high-power fields (20×) per slide from 4 mice per group. Values are expressed as mean ± SEM. *n* = 4. *p < 0.05, **p < 0.01 determined by Two-way ANOVA with Tukey’s Post Hoc Test. **d** Representative images of IL-1β and F4/80 staining of liver tissue from saline- or LPS/ATP-treated mice. IL-1β-positive cells were visualized using Alexa Fluor 594–conjugated chicken anti-goat IgG (red) and F4/80-positive cells using Alexa Fluor 488–conjugated rabbit anti-rat IgG (green). Nuclei were stained with DAPI (blue). Localization of Kupffer cells in the hepatic sinusoid is indicated (white dashed lines). Areas indicated with white dashed squares are enlarged and shown on the right side of the picture. Scale bar = 10 µm. **e**–**g** Drp1 ablation increases inflammatory macrophage infiltration in *Drp1*LiKO mice. **e** Gating strategy of macrophage (7AAD^–^CD45^+^CD11b^+^ F4/80^+^). Cell populations were gated sequentially from left to right. **f** Flow cytometry representative images and percentage analysis of pro-inflammatory macrophages isolated from the liver tissue of normal chow diet-fed mice using inflammatory macrophage markers CD64 and CD80. Values are expressed as mean ± SEM (*n* = 3). *p < 0.05 and ***p < 0.001 determined by an un*p*aired *t* test. **g** Flow cytometry representative images and percentage analysis of anti-inflammatory macrophages isolated from the liver tissue of normal chow diet-fed mice using anti-inflammatory macrophage marker CD206. Values are expressed as mean ± SEM. *n* = 4. **p < 0.01 determined by an unpaired *t* test. LPS li*p*opolysaccharide, ATP adenosine triphosphate, *Drp1*LiKO liver-specific *Drp1*-knockout, H&E hematoxylin and eosin, TUNEL terminal deoxynucleotidyl transferase dUTP nick end labeling, F4/80 adhesion G protein-coupled receptor E1, IL interleukin, DAPI 4′,6-diamidino-2-phenylindole, SEM standard error of the mean, IgG immunoglobulin G.

Macrophages, neutrophils, T-cells, and B-cells are cell types known to play roles in liver inflammation; therefore, to determine the composition of inflammatory cell clusters in *Drp1*LiKO mice and especially the cell types that are predominantly expressed in these cell clusters, we performed immunostaining in liver tissues with various immune markers, including adhesion G protein-coupled receptor E1 (F4/80) for macrophages, lymphocyte antigen 6 complex, locus G (Ly6G) for neutrophils, CD3 antigen, epsilon polypeptide (CD3) for T-cells, and protein tyrosine phosphatase, receptor type, C (B220) for B-cells (Fig. 3a and Supplementary Fig. 4a). Cell-counting results are summarized in Fig. 3c and Supplementary Fig. 4b-d. We found no differences in the number of T-cells (Supplementary Fig. 4b) and neutrophils (Supplementary Fig. 4d), but the number of B-cells increased (saline Ctrl 183.33 ± 26.64 vs. saline KO 367.00 ± 22.50; LPS/ATP Ctrl 206.33 ± 39.30 vs. LPS/ATP KO 382.33 ± 29.85) (Supplementary Fig. 4c), and F4/80-positive macrophages were the largest population of the increased inflammatory cells (saline Ctrl 2401.50 ± 243.40 vs. saline KO 6097.75 ± 1089.91; LPS/ATP Ctrl 4851.25 ± 167.44 vs. LPS/ATP KO 8630.50 ± 904.51) (Fig. 3c). Interestingly, immunostaining analysis also revealed co-immunostaining of IL-1β with F4/80-positive macrophages, indicating specific co-localization of IL-1β-positive cells with macrophages (Fig. 3d and Supplementary Fig. 4e). We observed a clear line of liver-resident Kupffer cells along the sinusoid wall, which constituted the main macrophage population in the livers of control mice (Fig. 3d, dashed lines, Magnified1, 2, 5, and 6). In contrast, macrophages in *Drp1*LiKO mice, showed an abnormal morphology with irregular location and distribution patterns, some macrophages with low F4/80 expression showed IL-1β production even without LPS/ATP stimulation in *Drp1*LiKO mice but not in control mice (Fig. 3d, Magnified3 and Magnified4). In LPS/ATP treated *Drp1*LiKO mice, the majority of macrophages showed low F4/80 expression but high IL-1β expression after LPS/ATP treatment (Fig. 3d, Magnified7), and only a few macrophages showed high F4/80 expression but no IL-1β expression after LPS/ATP treatment (Fig. 3d, Magnified8).

It is possible that different populations of hepatic macrophages in control and *Drp1*LiKO mice exert distinct functions and contribute to differences in response to an acute LPS challenge. During acute inflammation, M1-polarized macrophages express high IL-1β levels, while IL-1β levels are undetectable in M2-polarized macrophages^33^. To explore the polarization signature of these macrophages in the liver of control and *Drp1*LiKO mice, we performed a flow cytometry assay and sequential gating analysis using isolated non-parenchymal liver cells without LPS injection. Macrophages were identified as 7AAD^–^CD45^+^CD11b^+^F4/80^+^ cells (Fig. 3e), and the expression of the pro-inflammatory macrophage (M1) markers CD64 and CD80 as well as anti-inflammatory macrophage (M2) marker CD206 was used to verify polarization. Sequential gating analysis showed a significant increase in CD80^High^CD64^Lo^, CD80^Lo^CD64^High^ and CD80^High^CD64^High^ pro-inflammatory macrophages (Fig. 3f) but a decrease in CD206^High^ anti-inflammatory macrophages in *Drp1*LiKO mice (Fig. 3g). Therefore, Drp1 loss in hepatocytes induces macrophage activation, and most of these activated macrophages are prone to differentiating into pro-inflammatory macrophages.

### Decreased autophagy formation in LPS-treated *Drp1*LiKO mice

Autophagy is reported to be involved in mitochondrial dynamics and mitochondrial quality control; furthermore, autophagosomes are known to form at the mitochondria-ER contact site (MAM) in mammalian cells^34^. In our previous study, we demonstrated that loss of Drp1 leads to MAM defects; therefore, we investigated whether Drp1 defects alter autophagy formation in LPS-treated hepatocytes. The autophagy pathways in the LPS-induced inflammatory response were activated, and the autophagy activation marker light chain 3-phospholipid-conjugated (LCLc3-II3-II) expression increased and peaked at 8 h after LPS treatment in control mice, while LCLc3-II3-II expression decreased in *Drp1*LiKO mice compared to control mice (Fig. 4a and b). It is known that the degradation of sequestosome 1 (SQSTM1/P62) by the autophagic-lysosome pathway and deficient autophagy can lead to P62 accumulation at the protein level^35,36^. In addition, western blot analysis showed an increase in P62 accumulation in *Drp1*LiKO mice (Fig. 4a and c). Selective autophagy of mitochondria, known as mitophagy, is an important mitochondrial quality control mechanism^37^. Phosphatase and tensin homolog-induced putative kinase 1 (PINK1) is an established mediator of mitophagy^38–40^. In healthy mitochondria, which have a well-maintained mitochondrial membrane potential (ΔΨ_m_), PINK1 levels remain low or undetectable. An acute LPS challenge led to Pink1 accumulation in both control and *Drp1*LiKO mice. There was a greater increase in Pink1 levels in *Drp1*LiKO mice at 1 and 8 h, which was sustained to 24 h after LPS treatment (Fig. 4a and d), indicating that LPS treatment induces mitophagy impairment and that mitophagy impairment is further disturbed by Drp1 defects in *Drp1*LiKO mice.

**Fig. 4:**
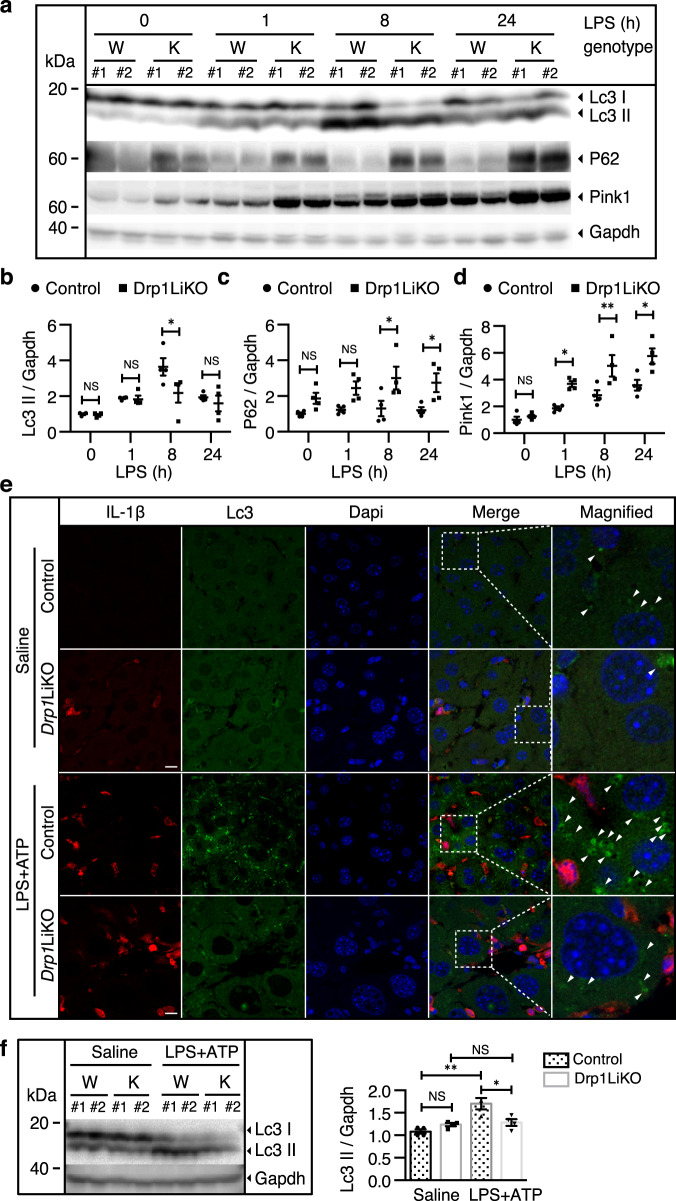
Drp1 defect decreased autophagy in *Drp1*LiKO mice. **a**–**d** Control and *Drp1*LiKO mice were treated with saline alone (referred to as LPS 0H) or LPS (5 mg/kg, intraperitoneally). At indicated time points after LPS treatment, liver tissue was collected. Liver Lc3, P62, and Pink1 levels were determined by western blot analysis. **b**–**d** Densitometric quantification of Lc3, P62, and Pink1 expression in saline- or LPS-treated liver lysates. Gapdh served as an internal control. The biological duplicate samples in each condition numbered as #1 and #2. Values are expressed as mean ± SEM. *n* = 4. *p < 0.05, **p < 0.01 determined by Two-way ANOVA with Bonferroni’s Post Hoc Test. **e** Representative images of IL-1β and Lc3 staining of liver tissue from LPS/ATPSaline- or LPS/ATP-treated-treated mice. IL-1β-positive cells were visualized using Alexa Fluor 594-conjugated chicken anti-goat IgG (red) and Lc3 positive cells using Alexa Fluor 488-conjugated donkey anti-rabbit IgG (green). Nuclei were stained with Dapi (blue). Areas indicated with white dashed squares are enlarged and shown on the right side of the picture. Arrowheads indicate Lc3-positive dots in hepatocytes. Scale bar = 10 µm. **f** Western blot analysis of Lc3 and Gapdh expression in saline- or LPS/ATP-treated liver lysates. The bar graph shows the densitometric quantification of Lc3-II. Gapdh served as an internal control. The biological duplicate samples in each condition numbered as #1 and #2. Values are expressed as mean SEM. *n* = 4. *p < 0.05, **p < 0.01 determined by Two-way ANOVA with Tukey’s Post Hoc Test. *Drp1*LiKO liver-specific *Drp1*-knockout, LPS lipopolysaccharide, Sqstm1 sequestosome-1, Pink1 phosphatase and tensin homolog-induced putative kinase 1, Gapdh glyceraldehyde 3-phosphate dehydrogenase, IL interleukin, Lc3 light chain 3, ATP adenosine triphosphate, IgG immunoglobulin G, NS no significant difference, SEM standard error of the mean, Dapi 4′,6-diamidino-2-phenylindole.

Immunofluorescence microscopy showed a decrease in LC3Lc3-II-positive dots in *Drp1*LiKO mice compared to control mice after LPS/ATP treatment (Fig. 4e). Of note, localization of LC3-Lc3-positive cells was different from that of IL-1β-positive macrophages, indicating that autophagy occurs in hepatocytes but not in macrophages. Western blot analysis also confirmed that the LC3-ILc3-III in hepatocytes decreased in *Drp*1LiKO mice compared to control mice after LPS/ATP treatment (Fig. 4f).

### Increased cell death, inflammatory response, and decreased ΔΨ_m_ in *Drp1*LiKO mouse primary hepatocytes

So far, our results showed that Drp1 disruption in the liver can lead to mitophagy defects and hepatocyte apoptosis, which might trigger enhanced infiltration and polarization of macrophages. To gain further insight into this mechanism, we conducted additional experiments with primary hepatocytes from control and *Drp1* knockout mice. Isolation and culture of the hepatocytes were performed using a two-step collagenase perfusion method. When examined and counted under a light microscope using a hemocytometer chamber, the cell yield and viability were less in *Drp1*LiKO mice compared to control mice, indicating that *Drp1* disruption in the liver impairs hepatocyte survival (Fig. 5a).

**Fig. 5:**
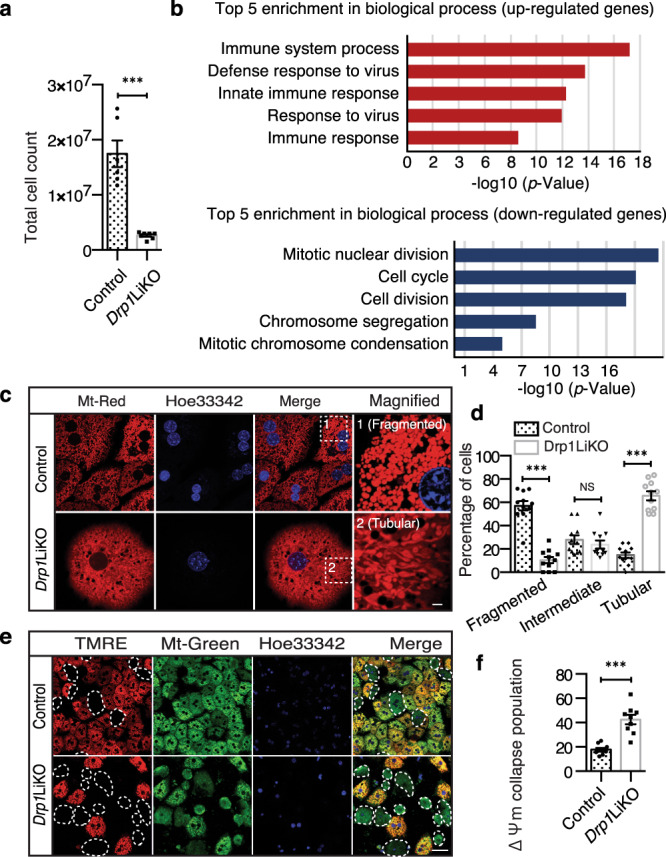
Microarray functional annotation analysis, mitochondrial morphology, and mitochondrial membrane potential (ΔΨ_m_) in control and *D*rp1LiKO mouse primary hepatocytes. **a** Total mouse primary hepatocyte numbers from control and *Drp1*LiKO mice were measured by trypan blue staining to measure viable cells. *n* = 6-7. ***p < 0.001 determined by an unpaired *t* test. **b** Top five biological process GO terms of up- and down- regulated genes ranked by *p* value. **c**, **d** To visualize mitochondria, control and *Drp1*LiKO mouse primary hepatocytes were stained with MitoTracker^®^ Red. Nuclei were stained with Hoechst33342, and images were captured with a confocal microscope. Areas indicated with white dashed squares are enlarged and shown on the right. Mitochondrial morphology was graded as fragmented, intermediate, or tubular for control and *Drp1*LiKO mouse primary hepatocytes. Quantification was performed by counting cells in 3–5 high-power fields (60×) per slide from three independent experiments. Scale bar = 10 µm. ***p < 0.001 determined by an unpaired *t* test. **e**, **f** Mitochondrial membrane potential (ΔΨ_m_) measured in control and *Drp1*LiKO mouse primary hepatocytes using the fluorescence probe TMRE. Mitochondria and nuclei were stained by MitoTracker^®^ Green and Hoechst33342, respectively. White dashed lines track cell boundaries with dissipated ΔΨ_m_ (collapsed ΔΨ_m_). Quantification of ΔΨ_m_ collapse population was performed by counting cells in three high-power fields (20×) per slide from three independent experiments. Scale bar = 50 µm. ***p < 0.001 determined by an unpaired *t* test. *Drp1*LiKO liver-specific *Drp1*-knockout, SEM standard error of the mean, GO Gene Ontology, TMRE tetramethylrhodamine ethyl ester perchlorate.

Next, to fully reveal the gene expression altered by *Drp1* deletion, we conducted an independent microarray analysis with primary hepatocyte harvested 24 h after seeding. 

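RNA of control (*Drp1*flox/flox) and *Drp1*LiKO primary hepatocytes, harvested 24 h after seeding, was labeled with Cy3 and hybridized to 1 array per genotype. Both arrays lay on 1 slide and were read in 1 scan. With 1 array per genotype there was no replicate, so no test was made and no p-value is given, and each difference describes these 2 arrays. The number of arrays limits the precision of every value. The authors deposited the scanner output of each array, in which Feature Extraction had subtracted the background of each spot and corrected trends across the array, with no normalization between arrays. From these processed signals, a linear intensity, the log2 signals of the spots of a probe were averaged without spots marked as outliers, and the 75th percentile of each array was subtracted. That percentile was a signal of 313 in control and 356 in *Drp1*LiKO cells. Of 56605 probes, 27259 (48.2%) were well above background in control and 29464 (52.1%) in *Drp1*LiKO cells. The 30275 probes well above background on at least 1 array, which covered 20165 gene names, were compared. A signal not well above background was raised to the lowest signal that was, if it lay below it. That floor was 18.2 in control and 15.0 in *Drp1*LiKO cells. The ratio of a probe with a signal not well above background is called a bound. Each gene was represented by its brightest probe. The authors also deposited a table of normalized values. Its control column kept the order of probes of the control array, whereas its *Drp1*LiKO column had a rank correlation of 0.958 with the *Drp1*LiKO array across probes, which are not independent replicates, so these values served only as an alternative. The targeted gene, *Drp1*, is listed as *Dnm1l* (NM_001276340). Its brightest probe, on chromosome 16 of mm9 from 16312363 to 16312422, had a signal of 2602 in control and 1217 in *Drp1*LiKO cells, a log2 ratio of -1.28 (*Drp1*LiKO minus control). The noise expected between single spots at this signal was 0.054 on the log2 scale. The Z score of this ratio was -1.95. The other probe of *Dnm1l*, near background at a signal of 22.8 in control and 20.9 in *Drp1*LiKO cells, had a log2 ratio of -0.31. The median of both probes, -0.79, was the alternative that moved this value most.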

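The Z score of each probe was its log2 ratio minus the mean ratio of all detected probes, divided by their SD of 0.65. At a Z score of 2, the log2 ratio was 1.30 for higher and 1.31 for lower expression, about 2.46-fold and 2.48-fold. By the brightest probe, 705 genes were higher and 566 were lower in *Drp1*LiKO cells. Of these, 266 of the higher and 286 of the lower genes were well above background on 1 array only, so their size is counted as a bound. Among genes with more than 1 detected probe, every probe had the same sign in 124 of 162 higher genes (76.5%) and in 89 of 106 lower genes (84.0%). The choice that moved these counts most was a Z score from the median and the median absolute deviation, which gave 1722 higher and 1443 lower genes. The 10 largest increases among genes measured on both arrays were those of *Rsad2*, *Ifi27l2a*, *Phf11a*, *Oasl2*, *Casp4*, *Oas1a*, *Oas1g*, *Ifit3*, *Oas1f* and *Ms4a7*, with log2 ratios from 5.36 for *Rsad2* to 4.06 for *Ms4a7*. *Rsad2* (NM_021384, chromosome 12 of mm9, 27127859 to 27127918) rose from a signal of 88.7 to 4141. Its other probe rose by less, from 151 to 1378.5, a log2 ratio of 3.01. *Oas1a*, *Oas1g* and *Oas1f* belong to a family of similar sequence, so their probes are not certain to be specific. The 10 largest decreases were those of *2610035D17Rik*, *Lrrc36*, *5033418A18Rik*, *Elmod1*, *4930528G23Rik*, *Ccl20*, *Aldh1a2*, *Gm12253*, *Strn* and *ENSMUST00000184915*, with log2 ratios from -4.35 for *2610035D17Rik* to -3.24 for *ENSMUST00000184915*. *Ccl20* (NM_016960, chromosome 1 of mm9, 83115500 to 83115559) fell from a signal of 627 to 61.9.

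**Figure D1:**
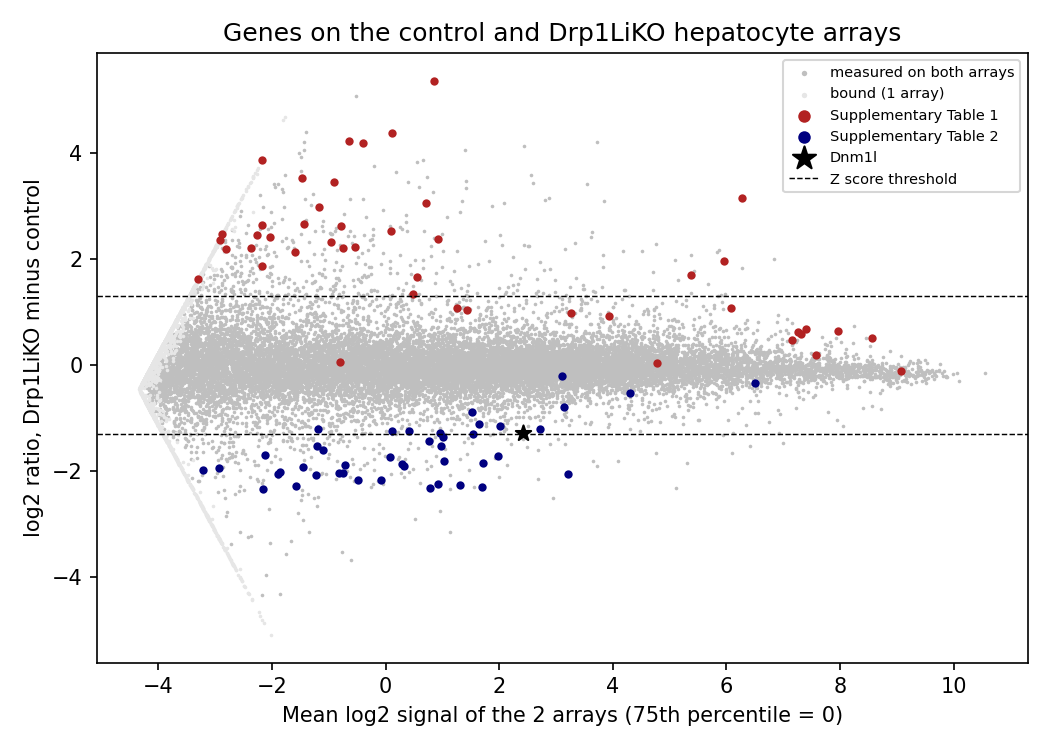
The log2 ratio of each detected gene (*Drp1*LiKO minus control, vertical axis) is plotted against its mean log2 signal on both arrays relative to their 75th percentile (horizontal axis). Genes of Supplementary Table 1 are in red, those of Supplementary Table 2 in blue and *Dnm1l* is a star, and dashed lines mark the Z score threshold, passed by 705 higher and 566 lower genes.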

Genes were selected using the criterion of a Z score of ≥2, which identified 680 upregulated and 559 downregulated genes in *Drp1*LiKO cells. We used the DAVID tool for functional clustering of upregulated and downregulated genes via similarly annotated GO biological process terms. The top five enriched annotation clusters of upregulated genes are shown in Fig. 5b. All five clusters for upregulated genes were related to the immune system: the immune system process, defense response to virus, innate immune response, response to virus, and immune response. 

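In a list of 32 interferon-induced genes, the median log2 ratio was 2.40, above that of every one of 10000 random lists of the same size and signal. Of these genes, 31 had a higher signal in *Drp1*LiKO cells and 25 passed the Z score threshold, and 14 also stand in Supplementary Table 1, which the paper chose from this experiment. The 18 genes outside that table had a median of 2.28, above 100% of random lists. *Ifit2*, at -0.33, was lower. *Isg15* rose by a log2 ratio of 3.42. *Bst2* rose by 1.34 from the arrays but had a log2 ratio of -0.17 in the deposited normalized values. With normexp background correction, which moved the list most, its median was 2.05. The 13 detected genes of the MHC class I list were all higher, with a median log2 ratio of 0.56 and none past the threshold. The MHC class II list had a median of 0.27, and 94.2% of random lists lay below it. This median is the ratio of *H2-Aa*, which is a bound. Markers of Kupffer cells and macrophages, none of them in the interferon list, rose as well, by a median log2 ratio of 2.49, and 7 of the 18 detected markers are in Supplementary Table 1.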

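All 46 genes of Supplementary Table 1 were detected, with a median log2 ratio of 2.20 in *Drp1*LiKO cells. No random lists were drawn for this table, since the paper chose its genes from this experiment and the source data count 48 genes. The paper's text does not say whether they were chosen from the array signals or from the deposited normalized values, and *Bag6* and *Otud7b* passed the threshold only in the latter. Of the 46 genes, 45 had a log2 ratio above 0 and 31 passed the Z score threshold. *Rsad2*, *Oasl2*, *Casp4*, *Ifit3* and *Ifit1* had the largest ratios measured on both arrays. *Ifit1* (NM_008331, chromosome 19 of mm9, 34723827 to 34723886) rose from a signal of 33.4 to 437. *Pirb* had a log2 ratio of -0.12 at its brightest probe. That probe had a control signal of 176150, near the 219610 of *Alb*, and is not certain to be specific. The other probe of *Pirb* rose from a signal of 26.2 to 188, a log2 ratio of 2.66 and a Z score of 4.09. The other genes short of the threshold were *Bag6*, *Ddx58*, *Nlrc5*, *Otud7b*, *Sp110*, *B2m*, *C2*, *H2-D1*, *H2-L*, *H2-K1*, *H2-Q7*, *H2-T23*, *Ifitm3* and *Ifih1*, from 0.04 for *Bag6* to 1.07 for *Ifitm3*. *H2-D1*, *H2-L*, *H2-K1* and *H2-Q7* are similar in sequence, so these probes are not certain to be specific. *Sp110* had a control signal of 56128 at its brightest probe, and its other probes had log2 ratios of 2.58, a bound, and -0.09. The tally moved most under the Z score computed among probes of similar signal, where 40 genes passed.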

Genes involved in the immune system process are shown in Supplementary Table 1. The most significant five clusters for downregulated genes were related to mitotic nuclear division, cell cycle, cell division, chromosome segregation, and mitotic chromosome condensation. 

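In a list of 18 mitotic genes, every gene had a lower signal in *Drp1*LiKO cells, by a median of 4.01-fold, and 0% of random lists matched on signal had a lower median ratio. Of these genes, 16 passed the threshold. Because 13 stand in Supplementary Table 2, which the paper chose from this experiment, the percent for the whole list is no independent evidence. The 5 genes outside that table, *Mki67* (-2.30), *Top2a*, *Bub1b*, *Aurkb* and *Cenpf*, were all lower, with a median log2 ratio of -1.91 and 0% of random lists below it. The ratios of the list reached from -2.32 to -1.15, with all genes well above background on both arrays. All 16 genes of an S-phase list had log2 ratios below 0 too, by less, with a median of -0.82 and 3 genes past the threshold. *Cdc6* had the lowest ratio of that list, -1.87, and *Cdt1* the highest, -0.14.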

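All 43 genes of Supplementary Table 2 had a lower signal in *Drp1*LiKO than in control cells, and 30 passed the Z score threshold. Their median log2 ratio was -1.82, and 0% of random lists lay below it, which is no independent evidence because the paper chose the genes from this experiment, by array signals or by the deposited normalized values. The largest decreases were those of *Cdca2*, *Ccna2*, *Plk1*, *Ska1* and *Cdc20*. *Cdca2* (NM_175384, chromosome 14 of mm9, 68295097 to 68295156) fell from a signal of 157 to 35.2, a log2 ratio of -2.34, and *Plk1* (NM_011121, chromosome 7, 129313220 to 129313279) fell from 2273 to 519. *Cdca5*, with a Z score of -1.999, *Sgol1*, *Cdk1* and *Kif20b* lay just short of the threshold. The others short of it were *Spc25*, *Anapc5*, *Aspm*, *Cdca8*, *Knstrn*, *Ncapd2*, *Rbbp8*, *Smc2* and *Smc4*. *Rbbp8* had a log2 ratio of -0.20 at its brightest probe, while its other probe, dim in *Drp1*LiKO cells, was at least 20.7-fold lower. With no floor for dim probes 22 genes passed, and with the median and median absolute deviation 40 did.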

Genes involved in mitotic nuclear division are shown in Supplementary Table 2. These data are consistent with previous studies that reported that DRP1 loss leads to cell arrest, replication stress, centrosome overduplication, and chromosomal instability, subsequently increasing DNA damage and cell apoptosis^41^. Overall, these findings showed that *Drp1* deletion increases the expression of numerous genes involved in the immune response and induces DNA damage in primary hepatocytes.

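Expression of genes that p53 induces after DNA damage was read from a list of 22 genes, all well above background on both arrays. Their median log2 ratio was -0.24, and 0.21% of random lists matched on signal lay below it. Of these genes, 17 were lower and 5 higher in *Drp1*LiKO cells, and none passed the Z score threshold. At their brightest probes, *Cdkn1a* had a log2 ratio of -0.06, *Mdm2* of -0.02 and *Bax* of 0.06. *Gadd45a* was the highest at 0.64. The lowest, *Fas* at -1.02, rests on a probe that the files place on chromosome 4 of mm9, while its other probes, on chromosome 19, had log2 ratios of -0.80 and -0.31. DNA damage itself was not measured on the arrays. The paper sets the downregulated cell division clusters beside earlier studies of DRP1 loss, and from the upregulated and downregulated clusters it concludes that *Drp1* deletion raises the expression of immune response genes and induces DNA damage in primary hepatocytes.

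**Figure D2:**
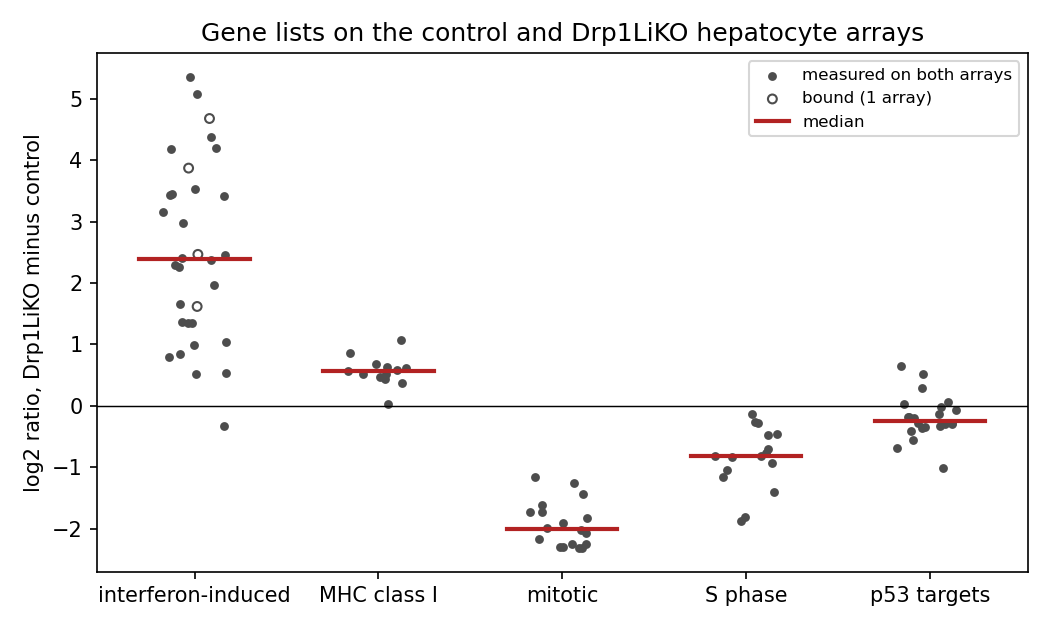
Each point is the log2 ratio (*Drp1*LiKO minus control, vertical axis) of 1 gene of the lists named on the horizontal axis, with open points for bounds and a bar for the median. The interferon-induced and MHC class I genes lie mostly above 0, the mitotic and S phase genes below 0, and the p53 targets between 0.64 and the -1.02 of *Fas*, whose brightest probe lies on another chromosome than its other probes.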

We further compared mitochondrial morphology using Mito Tracker Red, a specific mitochondria fluorescence probe (Fig. 5c). In control mouse primary hepatocytes, 57.17% ± 4.00% of the mitochondria were fragmented, with only 14.80% ± 2.35% hepatocytes showing tubular morphology. *Drp1*LiKO mouse primary hepatocytes containing fragmented mitochondria decreased to 10.50% ± 2.66%, while those containing tubular mitochondria increased to 65.70% ± 3.77% (Fig. 5d). These results indicated less mitochondrial fission and more mitochondrial fusion in *Drp1*LiKO mouse primary hepatocytes compared to control mouse primary hepatocytes.

The mitochondrial respiratory chain generates a membrane potential across the mitochondrial inner membrane as protons are pumped across the inner membrane. ΔΨ_m_ regulates matrix configuration and cytochrome *c* release during apoptosis^42^. Tetramethylrhodamine ethyl ester (TMRE) accumulates in the mitochondrial matrix based on ΔΨ_m_ (Fig. 5e); the percentage of hepatocytes showing collapse of ΔΨ_m_ were increased in the *Drp1*LiKO hepatocyte compared to the control mouse primary hepatocyte culture (Ctrl 17.68% ± 1.45% *vs*. KO 42.46% ± 3.88%), indicating that *Drp1* defect induced the loss of ΔΨ_m_ (Fig. 5f).

### Decreased mitophagy formation and increased inflammatory response in LPS-treated *Drp1*LiKO mouse primary hepatocytes

We further performed in vitro studies in which mouse primary hepatocytes were treated with LPS. Optic atrophy 1 (OPA1) is a mitochondrial fusion protein that resides in the inner mitochondrial membrane; co-localization of OPA1 and LC3 indicates the sequestration of mitochondria inside autophagosomes. Co-localization of Opa1 and LC3Lc3 was barely observed in *Drp1*LiKO mouse primary hepatocytes (Fig. 6a); thus, we measured the co-localization frequency of Opa1 and LC3Lc3, and found that this co-localization frequency decreased in *Drp1*LiKO mouse primary hepatocytes, which confirmed our finding that *Drp1* defects induce mitophagy defects (Fig. 6b).

**Fig. 6:**
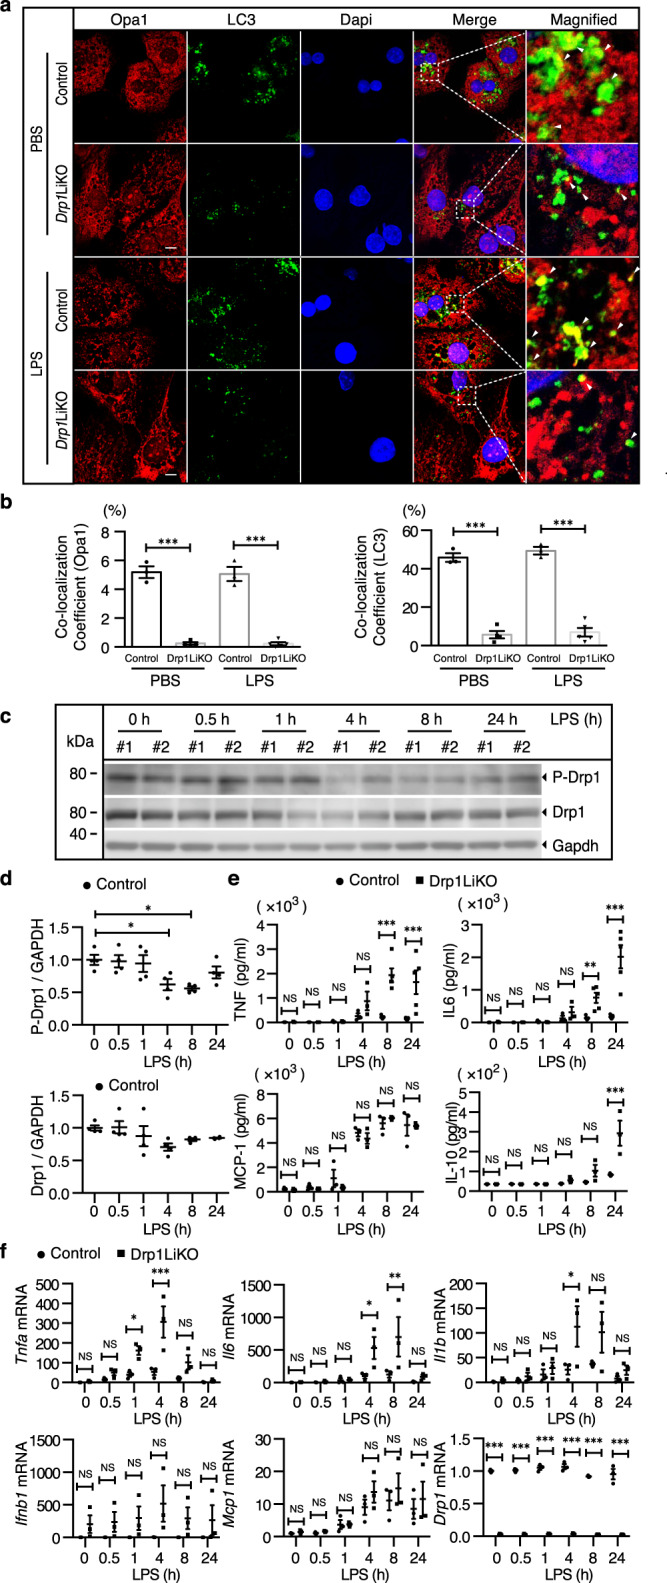
Decreased mitophagy formation and increased inflammatory response induced by LPS treatment in *Drp1*LiKO mouse primary hepatocytes. Control and *Drp1*LiKO mouse primary hepatocytes were treated with PBS (referred to as LPS 0 h) or LPS (100 ng/ml). At indicated time points after LPS treatment, cells and culture supernatants were collected. **a** Representative images of Opa1 and Lc3 staining of PBS or LPS-treated (24 h) control and *Drp1*LiKO mouse primary hepatocytes. Opa1-positive cells were visualized using Alexa Fluor 594-conjugated goat anti-mouse IgG (red) and Lc3-positive cells using Alexa Fluor 488-conjugated donkey anti-rabbit IgG (green). Nuclei were stained with Dapi (blue). Areas indicated with white dashed squares are enlarged and shown on the right side of the picture. Scale bar = 10 µm. **b** Statistical analysis of the co-localization efficiency of Opa1 and Lc3 by using ZEN software. *n* = 3. ***p < 0.001 determined by Two-way ANOVA with Tukey’s Post Hoc Test. **c,** **d** Western blot analysis and densitometric quantification of p-Drp1(S635) and Drp1 in PBS or LPS-treated cells. Gapdh served as an internal control. The biological duplicate samples in each condition numbered as #1 and #2. Values are expressed as mean ± SEM (*n* = 4). *p < 0.05 determined by one-way ANOVA with Dunnett’s multiple comparisons test. **e** TNF, IL-6, MCP1, and IL-10 levels were determined using a BD cytometric bead array (*n* = 3–5). **p < 0.01 a*n*d ***p < 0.001 determined by two-way ANOVA with Bonferroni’s post hoc test. **f** Total RNA was isolated at indicated time points after LPS treatment, and *Tnfa*, *Il6*, *Il1b, Ifnb1*, *Mcp1*, and *Drp1* expression was determined by quantitative real-time PCR. Results are normalized to *Gapdh* expression and are shown as fold-changes relative to gene expression in untreated control cells. Values are expressed as mean ± SEM (*n* = 3). *p < 0.05, **p < 0.01, and ***p < 0.001 determined by two-way ANOVA with Bonferroni’s post hoc test. *Drp1*LiKO liver-specific *Drp1*-knockout, LPS lipopolysaccharide, Opa1 optic atrophy 1, Lc3 light chain 3, IgG immunoglobulin G, Dapi 4′,6-diamidino-2-phenylindole, IL interleukin, TNF tumor necrosis factor, MCP1 monocyte chemoattractant protein-1, IFN-γ interferon gamma, *Gapdh* glyceraldehyde 3-phosphate dehydrogenase, SEM standard error of the mean.

We found that LPS induced a decrease in phosphorylation of S635 at 4 h and 8 h, whereas total Drp1 protein levels were unchanged in control mice (Fig. 6c and d). Phosphorylation of S635 emerged before LPS treatment, which might have been due to a metabolic effect, as mitochondria were shown to be short and fragmented in control primary hepatocytes incubated in sustained high glucose conditions (Fig. 5c). We also detected significantly increased TNF, IL-6, and IL-10 levels in *Drp1*LiKO hepatocyte culture supernatants (Fig. 6e). Consistent with these observations, we found a significant increase in *Tnfa*, *Il6*, and *Il1b* mRNA expression in *Drp1*LiKO mouse primary hepatocytes compared to control mouse primary hepatocytes (Fig. 6f).

### ER stress induces an inflammatory response in *Drp1*LiKO mouse primary hepatocytes

To validate our results in mice, we used mouse primary hepatocytes to investigate whether Drp1 deficiency induces inflammation through ER stress. We began by assessing the response to the well-known ER stress inducer thapsigargin. As thapsigargin concentration was increased, a dose-dependent increase in the expression of ER stress markers was observed; the expression of these markers was increased in thapsigargin-treated *Drp1*LiKO hepatocytes (Fig. 7a). Next, we compared the inflammatory responses to thapsigargin in control and *Drp1*LiKO hepatocytes. As expected, a significant increase in TNF and IL-6 protein levels was observed in the *Drp1*LiKO hepatocyte culture supernatant after thapsigargin treatment (Fig. 7b). Tauroursodeodeoxycholic acid (TUDCA) is an endogenous hydrophilic tertiary bile acid produces in humans at a low level. Mechanistic studies indicate that TUDCA prevents unfolded protein response dysfunction to attenuate ER stress^43^. Recent studies have revealed that TUDCA, as a classic ER stress inhibitor, has an ameliorating effect on several diseases, including neurodegenerative diseases, biliary cirrhosis, and cholestatic liver diseases^44,45^. We found that the mRNA expression levels of *Tnfa* and *Il6* were strongly inhibited by TUDCA treatment both in control and *Drp1*LiKO mouse primary hepatocytes (Fig. 7c). V-ZAD-FMK is a cell-permeable caspase inhibitor that has been shown to inhibit the induction of apoptosis^46,47^. In the present study, treatment with V-ZAD-FMK also reduced the mRNA expression levels of *Tnfa* and *Il6* (Fig. 7c).

**Fig. 7:**
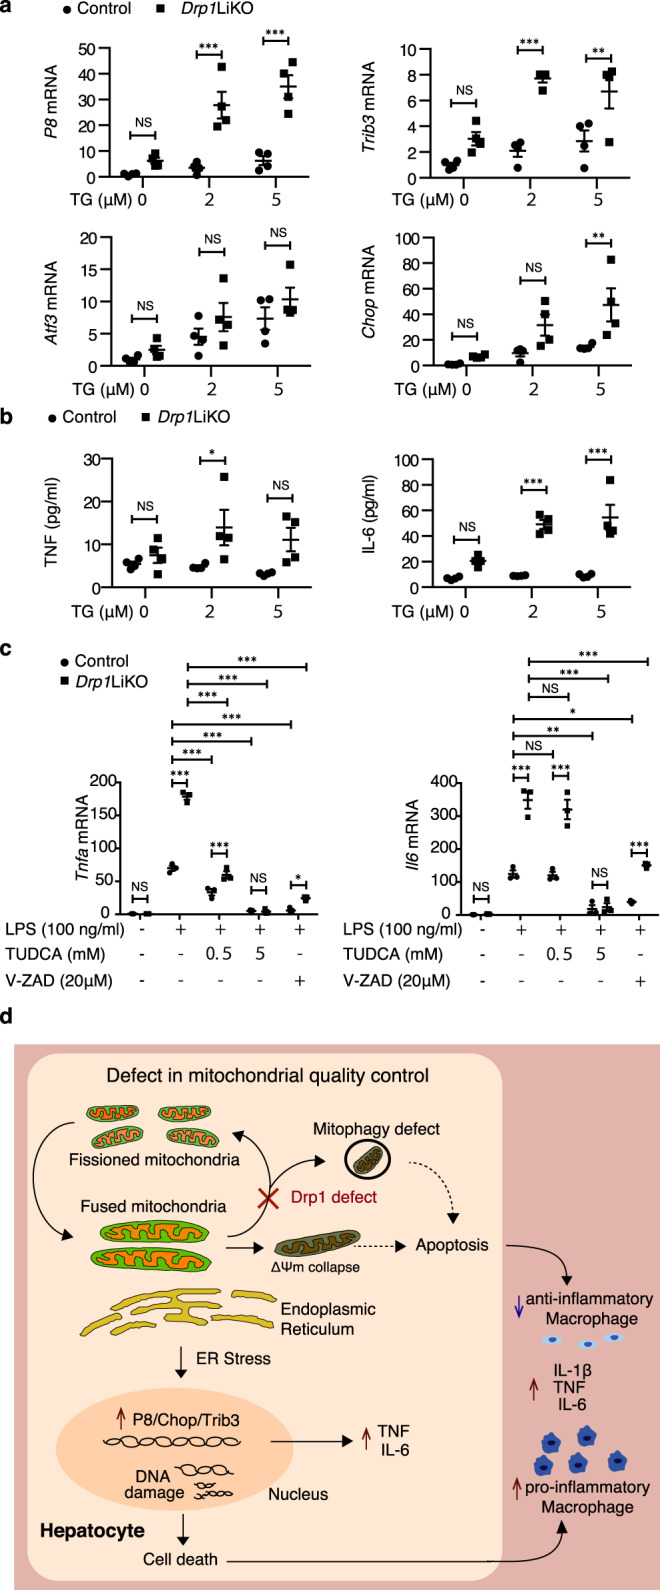
Increased inflammatory response was inhibited by TUDCA pre-treatment in *Drp1*LiKO mouse primary hepatocytes. **a**, **b** Thapsigargin induced an elevated ER stress response and an increased inflammatory response in *Drp1*LiKO mouse primary hepatocytes. Control and *Drp1*LiKO mouse primary hepatocytes were treated with PBS (referred to as TG 0 µM) or Thapsigargin (2 or 5 µM) for 24 h. **a** *Atf3*, *Chop*, *P8*, and *Trib3* mRNA expression were determined by quantitative real-time PCR. Results are normalized to *Gapdh* expression and are shown as fold-changes relative to gene expression in PBS-treated control hepatocytes. Values are expressed as mean ± SEM (*n* = 3-4). **p < 0.01 and ***p < 0.001 determined by two-way ANOVA with Sidak’s multiple comparisons test. **b** Culture supernatants were collected and TNF and IL-6 were determined by ELISA. Values are expressed as mean ± SEM (*n* = 4). *p < 0.05 and ***p < 0.001 determined by two-way ANOVA with Sidak’s multiple comparisons test. **c** Control and *Drp1*LiKO mouse primary hepatocytes were pre-treated with PBS (referred to as TUDCA 0 mM), TUDCA (0.5 or 5.0 mM) for 24 h, or V-ZAD-FMK (20 µM) for 1 h, and then cells were treated with PBS (referred to as LPS -) or LPS (100 ng/ml) for 4 h. Total RNA was isolated and *Tnfa* and *Il6* expression was determined by quantitative real-time PCR. Results are normalized to *Gapdh* expression and are shown as fold-changes relative to gene expression in untreated control cells. Values are expressed as mean ± SEM (*n* = 3). **p < 0.01 and ***p < 0.001 determi*n*ed by two-way ANOVA with Tukey’s post hoc test. **d** Schematic model of liver inflammation in *Drp*1LiKO mice. *Atf3* activating transcription factor 3, *Chop* DNA damage–inducible transcript 3 (*Ddit3*), *P8* nuclear protein 1 (*Nupr1*), *Trib3* Tribbles homolog 3, TNF tumor necrosis factor, IL interleukin, PCR polymerase chain reaction, *Gapdh* glyceraldehyde 3-phosphate dehydrogenase, ER endoplasmic reticulum, *Drp1*LiKO liver-specific *Drp1*-knockout, LPS lipopolysaccharide.

## Discussion

Many studies have reported the abnormal function of mitochondrial dynamics in liver disease. Although mitochondrial fusion defects in the liver cause a NASH-like phenotype and liver cancer, whether mitochondrial fission defects directly impair liver function and stimulate liver disease progression is unclear. In the present study, Drp1 defects led to elongated mitochondria with ΔΨ_m_ collapse, mitophagy defect, DNA damage, and high expression of the ER stress-related genes *P8*, *Chop*, and *Trib3*. In turn, these changes increased hepatocyte death in *Drp1*LiKO mice and the dead hepatocytes released danger signals that led to inflammatory macrophage infiltration (Fig. 7d). Furthermore, Drp1 loss in the liver led to an accelerated inflammatory response induced by LPS. Compared with control mice, *Drp1*LiKO mice showed increased expression of pro-inflammatory cytokines in the liver and serum, increased infiltration of inflammatory macrophages, enhanced inflammasome activation in the liver, increased hepatocyte apoptosis, and decreased mitophagy formation in hepatocytes. ER stress pathway protein-folding and quality control functions maintain cell homeostasis and are closely linked to mechanisms underlying immunity and inflammation^25,48^. First, we found that exaggerated ER stress occurred in the LPS-treated liver of *Drp1*LiKO mice and in thapsigargin-treated *Drp1*LiKO mouse primary hepatocytes. Second, we found that the expression levels of inflammatory cytokines were increased as a direct consequence of this elevated ER stress response. Third, TUDCA treatment dramatically reduced the expression levels of inflammatory cytokines, exhibiting anti-inflammatory properties. Thus, the ER stress pathway is evoked in *Drp1*LiKO mice to promote hepatocyte apoptosis and liver inflammation.

Overall, these findings show that, upon an LPS challenge, exaggerated ER stress response in hepatocytes and NLRP3 inflammasome overactivation in inflammatory macrophages jointly contribute to the elevated inflammatory response observed in *Drp1*LiKO mice. Our study reveals that hepatocytes lacking DRP1 have an increased inflammatory response, whereas several recent studies have shown that a lack of DRP1 leads to lower inflammatory responses in macrophages and microglia^17,18^. Hepatocytes and macrophages might be physiologically different in terms of DRP1-dependent apoptosis. Therefore, it will be worth studying and clarifying the function of DRP1 in apoptosis and inflammation according to cell type. In conclusion, using an acute liver injury experimental mouse model produced via LPS-induced endotoxin shock, we have presented approaches to studying DRP1 defect-induced liver inflammation progression that will provide insights into the role played by DRP1 in liver function and acute liver injury.

Drp1 deletion leads to the loss of ΔΨ_m_ in *Drp1*LiKO mouse primary hepatocytes; since loss of ΔΨ_m_ is closely linked to cell apoptosis by various insults, we believe that the increased population with ΔΨ_m_ collapse in *Drp1*LiKO mouse primary hepatocytes might be an insult and/or a consequence induced by increased cell apoptosis. We have previously reported that, despite the observed morphological changes in mitochondria, the expression levels of the mitochondrial respiratory chain complex and mitochondrial respiratory activity were not changed by loss of DRP1^14^. Opening of the mitochondrial permeability transition pore (mPTP) causes inner membrane potential collapse and eventually leads to mitochondrial swelling, rupture, and cell death. In DRP1-deficient hearts and MEFs, inhibition of DRP1-mediated fission produces elongated mitochondria with increased mPTP opening^49^. Furthermore, accelerated mPTP opening in DRP1 null mitochondria has been associated with mitophagy in MEFs and contributes to cardiomyocyte necrosis and dilated cardiomyopathy in mice^50^. Mitochondrial outer membrane permeabilization (MOMP) also induces the loss of ΔΨ_m_ and results in the release of apoptotic proteins that activate the downstream pathway of apoptosis. Although the mechanism by which DRP1 participates in MOMP remains to be elucidated, previous studies indicate that DRP1 inhibition has direct effects on MOMP^51,52^ and that the role of DRP1 in MOMP can be distinguished from mitochondrial fission^53^. Several studies have shown that ΔΨ_m_ increases when mitophagy or autophagy are inhibited^54–56^; nevertheless, it is possible to conclude that the increased population observed with ΔΨ_m_ collapse in *Drp1*LiKO mouse primary hepatocytes may have been caused by mPTP opening and/or MOMP, which are independent of mitochondrial fission or mitophagy formation.

Mitochondrial dynamics and mitophagy have gained significant interest because these events modulate mitochondrial function during many physiological and pathological conditions. In a mouse embryonic fibroblast model, *Drp1* mutant cells showed abnormal mitochondrial morphology and defective mitophagy, leading to the activation of sterile myocardial inflammation, resulting in heart failure^57^. In INS1 cells, inhibition of the fission machinery through a dominant-negative form of DRP1 (DRP1^K38A^) decreases mitochondrial autophagy and results in the accumulation of damaged mitochondrial material^58^. In a transverse aortic constriction mouse model, DRP1-dependent mitochondrial autophagy plays a protective role against pressure overload–induced mitochondrial dysfunction and heart failure^59^. In addition, Parkin-independent mitophagy requires DRP1 and maintains the integrity of the mammalian heart and brain^60^. Insufficient mitophagy formation induced by DRP1 defects might increase the inflammatory response and enhance the severity of liver injury in response to multiple pathogens.

Hepatitis, an inflammatory condition of the liver, is a serious global public health problem. Although it is usually caused by a viral infection, several other possible risk factors exist, including infections, alcohol, toxins, drugs, and autoimmune diseases. In this study, we demonstrated that mitochondrial fission defects caused by the lack of DRP1 lead to tissue damage associated with hepatitis, which suggests that DRP1 could be a therapeutic target for inflammatory liver disease. Under acute inflammatory liver disease, DRP1 could be potentially activated to restore a protective fission in hepatocytes. In recent years, lipid nanoparticles have been developed to passively and actively target drugs to the liver. Liver-targeted lipid nanoparticles with the expression of DRP1 or ablation of MFN2 by siRNA treatment (thereby inducing fission) could be used to produce anti-inflammatory activities. Overall, our study reveals that mitochondrial fission defects directly impair liver function and stimulate liver disease progression. Our examination of *Drp1*LiKO mice uncovered the essential role of mitochondrial fission in mitochondrial quality control for the prevention of hepatic inflammation. This exciting discovery offers a promising alternative approach to develop therapeutic strategies for the treatment of inflammatory liver disease.

## Methods

### Animals and reagents

We purchased 8–12-week-old male C57BL/6 J mice from KBT Oriental Co., Ltd. (Saga, Japan). *Drp1*LiKO (*Alb-Cre*^*Tg/+*^ *Drp1*^*flox/flox*^) and control (*Drp1*^*flox/flox*^, sibling littermates) mice were generated by crossing *Drp1*^*flox/+*^ mice^14^ and *Alb-Cre* mice. The mice were maintained in a standard specific-pathogen free room at room temperature (22 °C–24 °C) and 50–60% relative humidity under a 12 h/12 h light/dark cycle (lights off at 8:00 p.m.). The mice were fed a normal chow diet (NCD; 5.4% fat, CRF-1; Orient Yeast, Tokyo, Japan) *ad libitum*. Experiments were performed between 10:00 and 11:00 a.m. after overnight fasting, except the LPS challenge and primary hepatocyte isolation (ad libitum). All mouse procedures and protocols were approved by the Ethics Committees on Animal Experimentation (Kyushu University, Graduate School of Medicine, Japan) and performed in accordance with the Guide for the Care and Use of Laboratory Animals.

Reagents used in this study were listed in Supplementary Table 3.

### Mouse primary hepatocyte isolation and culture

We performed a rapid two-step method^61^ to isolate mouse primary hepatocytes. We anesthetized the mice with pentobarbital sodium (50 mg/kg body weight) and perfused their liver tissue with prewarmed Hank’s balanced salt solution supplemented with 0.5 mM ethylene glycol tetraaceticacid (EGTA) and 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) for 5 min, followed by digestion buffer (1000 mg/L of low-glucose Dulbecco’s modified Eagle’s medium [DMEM] supplemented with 0.8 mg/mL of collagenase type 1; Worthington Biochemical Corporation, Lakewood, NJ, USA). Next, we filtered single-cell suspensions through a 70-μm cell strainer (BD Falcon, Bedford, MA, USA) and centrifuged them at 50 × *g* for 1 min and collected the cell supernatants separately for the preparation of nonparenchymal cells, as described later. We washed the hepatocytes in the pellet twice, suspended them in 4500 mg/L of high-glucose DMEM supplemented with 1 μM insulin, 2 mM L-glutamine, 10 IU/mL of penicillin, 10 IU/mL of streptomycin, and 10% fetal bovine serum, and seeded them on 6-well plastic plates coated with collagen type I (Cellmatrix type I-P, Nitta Gelatin, Osaka, Japan) at a density of 300,000 cells/well. After 4 h incubation in a 5% CO_2_ incubator at 37 °C, we changed the culture medium to discard floating unattached cells, and the growth medium was changed daily.

### Mouse hepatic nonparenchymal cell isolation and flow cytometry

To further explore the polarization signature of macrophages in the liver of control and *Drp1*LiKO mice, we performed flow cytometry assay and sequential gating analysis using isolated nonparenchymal hepatocytes without LPS injection. We prepared hepatic nonparenchymal cell containing suspensions from the liver, as described before. The suspensions were centrifuged at 50 × *g* for 5 min to remove the remaining hepatocytes, and the resulting cell suspensions were pelleted by centrifugation at 800 × *g* for 5 min and resuspended in phosphate-buffered saline (PBS) supplemented with 5% bovine serum albumin. Next, we stained cells with appropriate antibodies (Supplementary Table 4) for 30 min on ice, washed them, and analyzed them using a NovoCyte flow cytometer (ACEA Biosciences, San Diego, CA, USA) and NovoExpress software.

### Total RNA isolation, microarray procedures, and real-time-PCR

We isolated total RNA from the mouse liver and primary hepatocytes using TRIzol Reagent (Invitrogen Corporation, Carlsbad, CA, USA) and purified it using the SV Total RNA Isolation System (Promega Corporation, Madison, WI, USA) according to the manufacturer’s instructions. For microarray analysis, we amplified complementary RNA (cRNA) and labeled it using the Low input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Next, we hybridized the cRNA to a 60 K 60-mer oligomicroarray (SurePrint G3 Mouse Gene Expression Microarray 8x60K v2; Agilent Technologies) according to the manufacturer’s instructions.

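Each array file holds 62976 spots, of which 59305 carry probes for transcripts and the rest are controls. The 56605 probes include 300 that are printed 10 times, which gives the noise between spots of an array. The median SD of these spots was 0.037 in control and 0.041 in *Drp1*LiKO cells on the log2 scale. It was larger at signals below 64, 0.20 and 0.23. This noise holds no difference between cultures, since both were hybridized once. Outlier marks were set on 71 control and 63 *Drp1*LiKO spots, and 0 spots were saturated. A set of 7 spike-in probes, added at known amounts during labeling, differed by a median of 0.14 on the log2 scale between arrays, and the 75th percentiles by 0.18.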

For real-time-PCR assays, we converted 500 ng of total RNA into first-strand complementary DNA (cDNA) using the QuantiTect Reverse Transcription Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. Next, we used the cDNA for quantitative real-time PCR using the power 2 × SYBR Green PCR Master Mix and monitored the process using an ABI Prism 7500 sequence detection system (Thermo Fisher Scientific, Rockford, IL, USA). Supplementary Table 5 lists the primer sequences of the selected genes. We normalized relative gene expression versus control to *Gapdh* expression.

### Western blot analysis

We homogenized fresh mouse liver tissue in western lysis buffer (20 mM Tris-HCl pH 7.6, 150 mM NaCl, 2 mM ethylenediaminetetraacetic acid [EDTA], 0.5% NP40) containing protease and phosphatase inhibitor tablet (Roche Applied Science, Mannheim, Germany) and centrifuged it at 10,000 ×*g* for 5 min at 4 °C. We discarded the pellet and measured the protein content using a bicinchoninic acid (BCA) Protein Assay kit (Thermo Fisher Scientific). Next, the samples were mixed with Laemmli sample buffer (1:1; Bio-Rad, Hercules, CA, USA) and heated for 5 min at 95 °C. We performed sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) on an equal amount of protein from each sample, trans-blotted it on a polyvinylidene difluoride (PVDF) membrane, and subjected it to immunoblot assay with primary antibodies, followed by horseradish peroxidase (HRP)-linked secondary antibodies. Supplementary Table 4 lists the primary and secondary antibodies used. Finally, we visualized protein bands using the electrochemiluminescence (ECL) Western Blotting Detection System (GE Healthcare, Buckinghamshire, UK).

### Histology, immunohistochemistry, and live-cell imaging

We fixed liver tissue and primary hepatocytes by immersion in 4% (w/v) paraformaldehyde (PFA) overnight at 4 °C, embedded the liver tissue in paraffin according to standard methods, and cut it into 5-µm-thick sections. For H&E staining, we stained the paraffin sections with Mayer’s hematoxylin solution for 5 min, followed by counterstaining with 0.5% (v/v) eosin alcohol solution for 2 min. For immunostaining, we diluted primary and secondary antibodies in Can Get Signal™ Immunoreaction Enhancer Solutions A and B, respectively (Toyobo, Osaka, Japan). Supplementary Table 4 lists the primary and secondary antibodies used. Next, we analyzed hepatocyte apoptosis using the TUNEL assay kit (Burlington, Boston, MA, USA) according to the standard protocol. The tissue sections were analyzed under a BZ-8000 microscope (Keyence, Osaka, Japan) or a confocal microscope LSM700 (Zeiss, Oberkochen, Germany). The OPA1 and LC3 co-localization measurements were performed using ZEN software (Zeiss, Oberkochen, Germany) according to the manufacturer’s instructions.

For live-cell imaging, we seeded hepatocytes on a type I-coated 35 mm glass-based dish (Iwaki, Tokyo, Japan) preloaded with MitoTracker^®^ Red, a specific mitochondria fluorescence probe. We further measured ΔΨ_m_ using a fluorescence probe tetramethylrhodamine ethyl ester perchlorate (TMRE). Next, we examined the hepatocytes under the confocal microscope LSM700 and analyzed image data using ZEN software (Zeiss, Oberkochen, Germany). A hepatocyte was judged to have fragmented mitochondria if <25% of the mitochondria visible had a length five times their width and tubular if >75% of the mitochondria had a length five times their width.

### Measurement of cytokine levels in the liver, serum, and cell culture supernatants

LPS was injected intraperitoneally into mice at 5 mg/kg body weight, and liver and serum samples were collected from the inferior vena cava at different time points (0, 1, 4, 8, 24, and 48 h). The liver tissue was perfused with cold PBS through the portal vein and then chopped into 1-2 mm pieces. Next, we added 100 mg of liver tissue to 1 mL of cell lysis buffer (R&D System, Minneapolis, MN, USA) and homogenized it using a tissue homogenizer. Finally, we diluted liver, serum, and cell culture supernatant samples with known high protein concentrations at 1:50 using an assay diluent and quantified the levels of various types of cytokines using the BD cytometric bead array (CBA) Cytokine kit (Becton-Dickinson, Franklin Lakes, NJ, USA) and a NovoCyte flow cytometer (ACEA Biosciences, San Diego, CA, USA) and NovoExpress software.

### Biochemical assays

To evaluate the degree of functional damage in the liver, we measured serum ALT and AST levels (two markers of hepatocellular injure or necrosis) using the DRI-CHEM3500 Chemistry Analyzer (Fujifilm, Tokyo, Japan).

### Enzyme-linked immunosorbent assay

Primary mouse hepatocytes were treated with thapsigargin (final concentration: 2 or 5 μM) and the culture supernatants were collected and centrifuged to remove nonadherent cells. The concentrations of mouse TNF (Ab208348; Abcam, Cambridge, MA) and mouse IL-6 (M6000B; R&D Systems, Inc., Minneapolis, MN) were determined according to manufacturer’s instructions. The serum and liver gasdermin D levels were determined using Gasdermin D (mouse) ELISA Kit (AG-45B-0011-K101; AdipoGen Life Science, Switzerland) according to manufacturer’s instructions.

### Statistics and reproducibility

All data were expressed as the mean ± standard error of the mean (SEM). Two-tailed Student’s *t* test was performed to compare two groups using Microsoft Excel (Mac 201012 version 16.16.27; Microsoft Japan, Tokyo, Japan). Two-way analysis of variance (ANOVA) with Bonferroni’s Post Hoc Test or Tukey’s post hoc test or ordinary one-way ANOVA was performed to compare multiple groups using GraphPad Prism 6.0 software (GraphPad, San Diego, CA, USA). To detect an outlier, we performed Grubbs’ test using a free statistical calculator (QuickCals, http://www.graphpad.com/quickcalcs/). Significance levels were set at *p* < 0.05, *p* < 0.01, and *p* < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

## Data Availability

The microarray data from this publication have been submitted to the Gene Expression Omnibus database [http://www.ncbi.nlm.nih.gov/geo/] with an assigned identifier [accession: GSE156982]. Source data generated or analyzed during this study are provided in Supplementary Data 1 (source data for graphs) and a Supplementary information file (Supplementary Figs. 1–4, Supplementary Tables 1–7 and uncropped western blot images). The data that support the findings of this study are available from the corresponding authors upon reasonable request. A reporting summary for this article is available as a supplementary information file.

# Supplementary material for: Dynamin-related protein 1 deficiency accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice
**Source:** Commun Biol. 2021 Jul 21;4:894. doi: 10.1038/s42003-021-02413-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Dynamin-related protein 1 deficiency accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice**

Lixiang Wang, Xin Li, Yuki Hanada, Nao Hasuzawa, Yoshinori Moriyama, Masatoshi

Nomura & Ken Yamamoto

## Contents

Supplementary Figure 1. LPS-induced inflammatory response in C57BL/6J mice.

Supplementary Figure 2. LPS-induced inflammatory responses in control and *Drp1*LiKO mice.

Supplementary Figure 3. LPS/ATP treatment-induced inflammatory responses in control and *Drp1*LiKO mice.

Supplementary Figure 4. LPS/ATP treatment-induced inflammatory cell infiltration in control and *Drp1*LiKO mice livers.

Supplementary Figures 5-10. Uncropped western blot images.

Supplementary Table 1. Genes involved in the immune system process.

Supplementary Table 2. Genes involved in mitotic nuclear division.

Supplementary Table 3. Reagents used in this study.

Supplementary Table 4. Antibodies used in this study.

Supplementary Table 5. Real-time PCR primers used in this study.

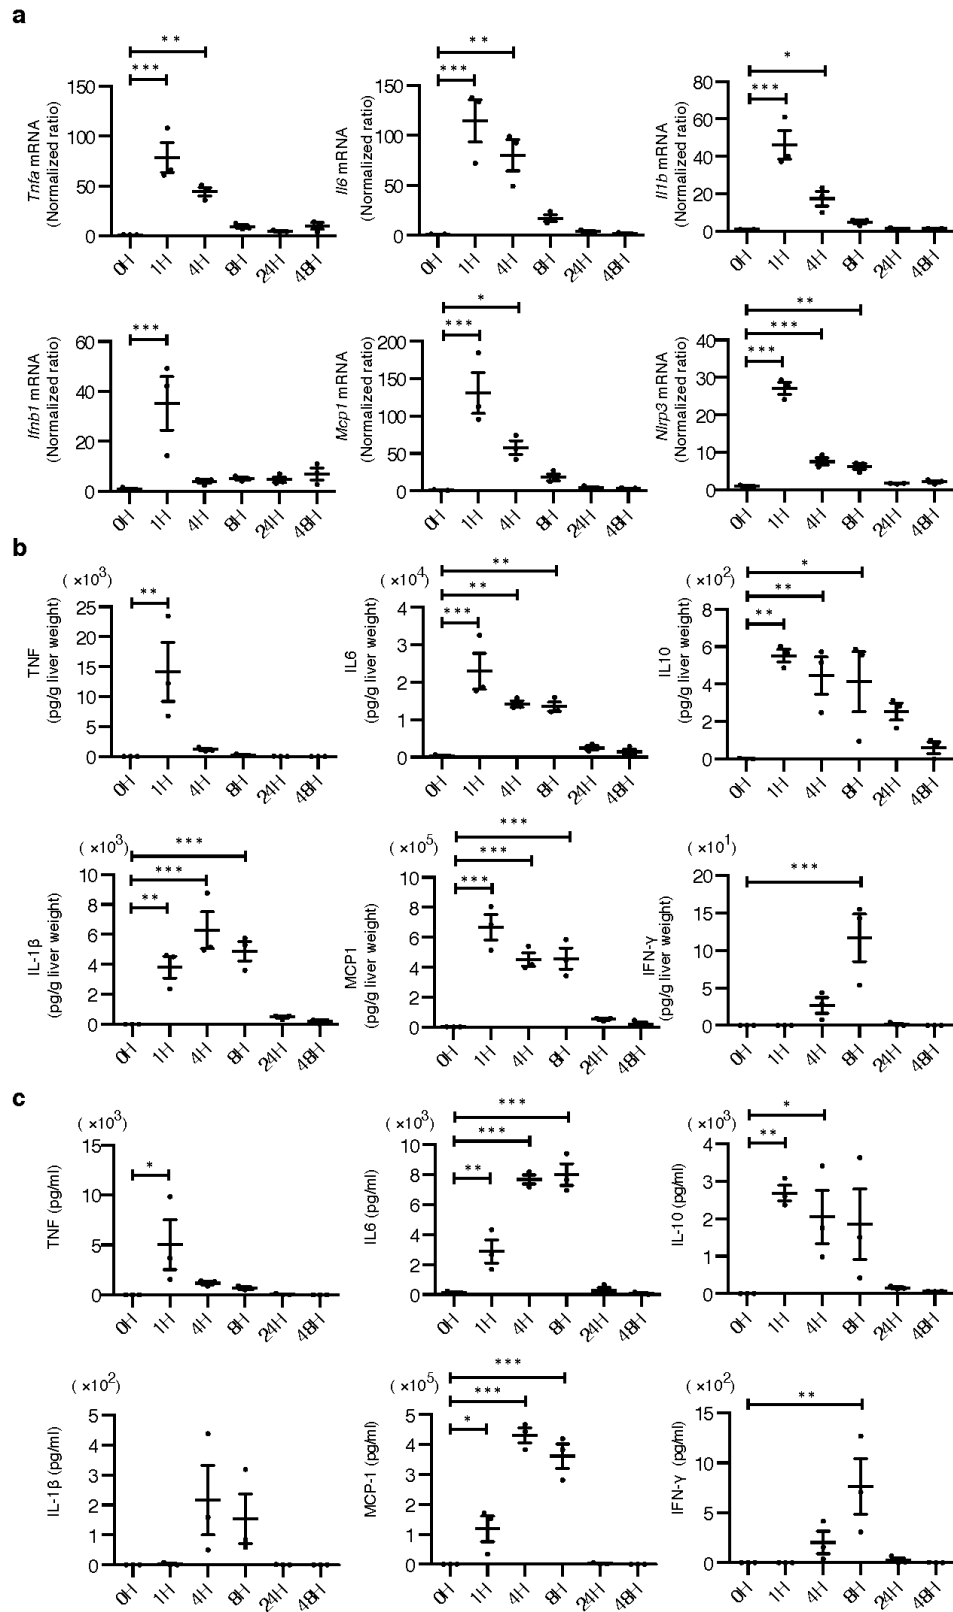

Supplementary Figure 1 Wang et al.

### **Supplementary Figure 1. LPS-induced inflammatory response in C57BL/6J mice.**

C57BL/6J mice were treated with saline alone (referred to as LPS 0 h) or LPS (5 mg/kg, IP). **(a)** Gene expression levels of *Tnfa*, *Il6*, *Il1b*, *Ifnb1*, *Mcp1*, and *Nlrp3* were determined by quantitative real-time PCR analysis of total RNA from saline- or LPS-treated mice livers at indicated time points. Results are normalized to the expression of the *Gapdh* gene and are shown as fold-changes relative to gene expression in saline-treated mice. **(b)** and **(c)** At the indicated time points after LPS treatment, livers and serum samples were collected. TNF, IL-6, IL-10, IL-1 $\beta$ , MCP1, and IFN- $\gamma$  levels in the liver **(b)** and serum **(c)** were determined using BD CBA. Values are expressed as mean  $\pm$  SEM ( $n = 3$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$  determined by one-way ANOVA with Dunnett's multiple comparisons test. Abbreviations: LPS, lipopolysaccharide; IP, intraperitoneally; TNF, tumor necrosis factor; IL, interleukin; MCP1, monocyte chemoattractant protein-1; IFN- $\gamma$ , interferon gamma; CBA, cytometric bead array; PCR, polymerase chain reaction; Gapdh, glyceraldehyde 3-phosphate dehydrogenase; NLRP3, NLR family pyrin domain containing 3; SEM, standard error of the mean.

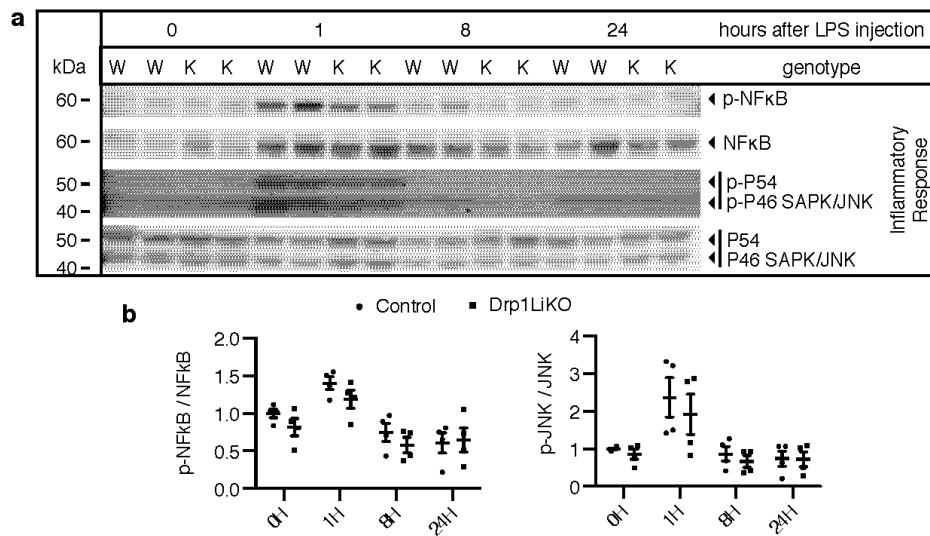

Supplementary Figure 2 Wang et al.

## Supplementary Figure 2. LPS-induced inflammatory responses in control and

*Drp1LiKO* mice. Control and *Drp1LiKO* mice were treated with saline alone (referred

to as LPS 0 h) or LPS (5 mg/kg, IP). (**a** and **b**) At the indicated time points after LPS

treatment, livers were collected. p-NF-κB, NF-κB, p-JNK, and JNK protein levels in the

liver were determined by western blot analysis. Values are expressed as mean ± SEM ( $n$

= 4). \* $p < 0.05$  and \*\* $p < 0.01$ . Abbreviations: LPS, lipopolysaccharide; *Drp1LiKO*,

liver-specific *Drp1*-knockout; IP, intraperitoneally; TNF, tumor necrosis factor; IL,

interleukin; MCP1, monocyte chemoattractant protein-1; IFN-γ, interferon gamma;

CBA, cytometric bead array; PCR, polymerase chain reaction; SEM, standard error of

the mean.

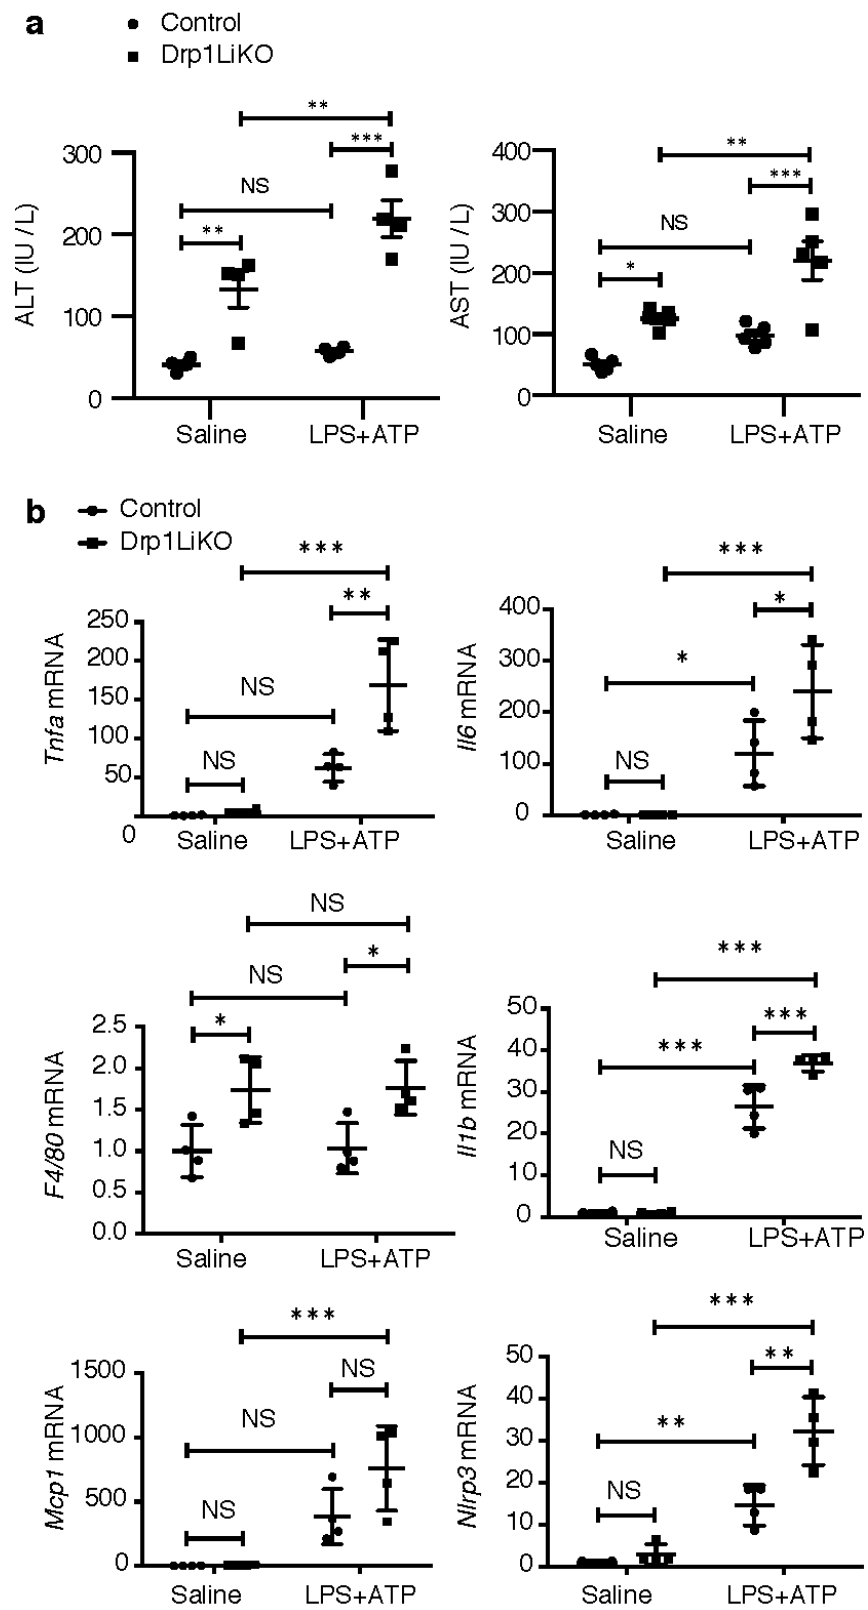

Supplementary Figure 3 Wang et al.

**Supplementary Figure 3. LPS/ATP treatment-induced inflammatory responses in control and *Drp1*LiKO mice.** Control and *Drp1*LiKO mice were treated with 10-mg/kg body weight LPS (IP) for 4 h followed by an additional 50  $\mu$ l injection (IP) of 100-mM ATP 30 min before sacrifice. **(a)** Serum ALT and AST values in saline- or LPS/ATP-treated control and *Drp1*LiKO mice. Values are expressed as mean  $\pm$  SEM ( $n = 4$ –5). NS, no significant difference; \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$  determined by two-way ANOVA with Tukey's post hoc test. **(b)** Gene expression levels of *Tnfa*, *Il6*, *Il1b*, *F4/80*, *Mcp1*, and *Nlrp3* were determined by quantitative real-time PCR analysis of total RNA from saline- or LPS/ATP-treated mouse livers. Results are normalized to the expression of the *Gapdh* gene and are shown as fold-changes relative to gene expression in saline-treated control mice. Values are expressed as mean  $\pm$  SEM ( $n = 4$ ). NS, no significant difference; \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$  determined by two-way ANOVA with Tukey's post hoc test. Abbreviations: LPS, lipopolysaccharide; *Drp1*LiKO, liver-specific *Drp1*-knockout; IP, intraperitoneally; ALT, alanine aminotransferase; AST, aspartate transaminase; *Tnf*, tumor necrosis factor; *Il*, interleukin; *Mcp1*, monocyte chemoattractant protein-1; *Nlrp3*, NLR family pyrin domain containing 3; *Gapdh*,

glyceraldehyde 3-phosphate dehydrogenase; PCR, polymerase chain reaction; SEM,

standard error of the mean.

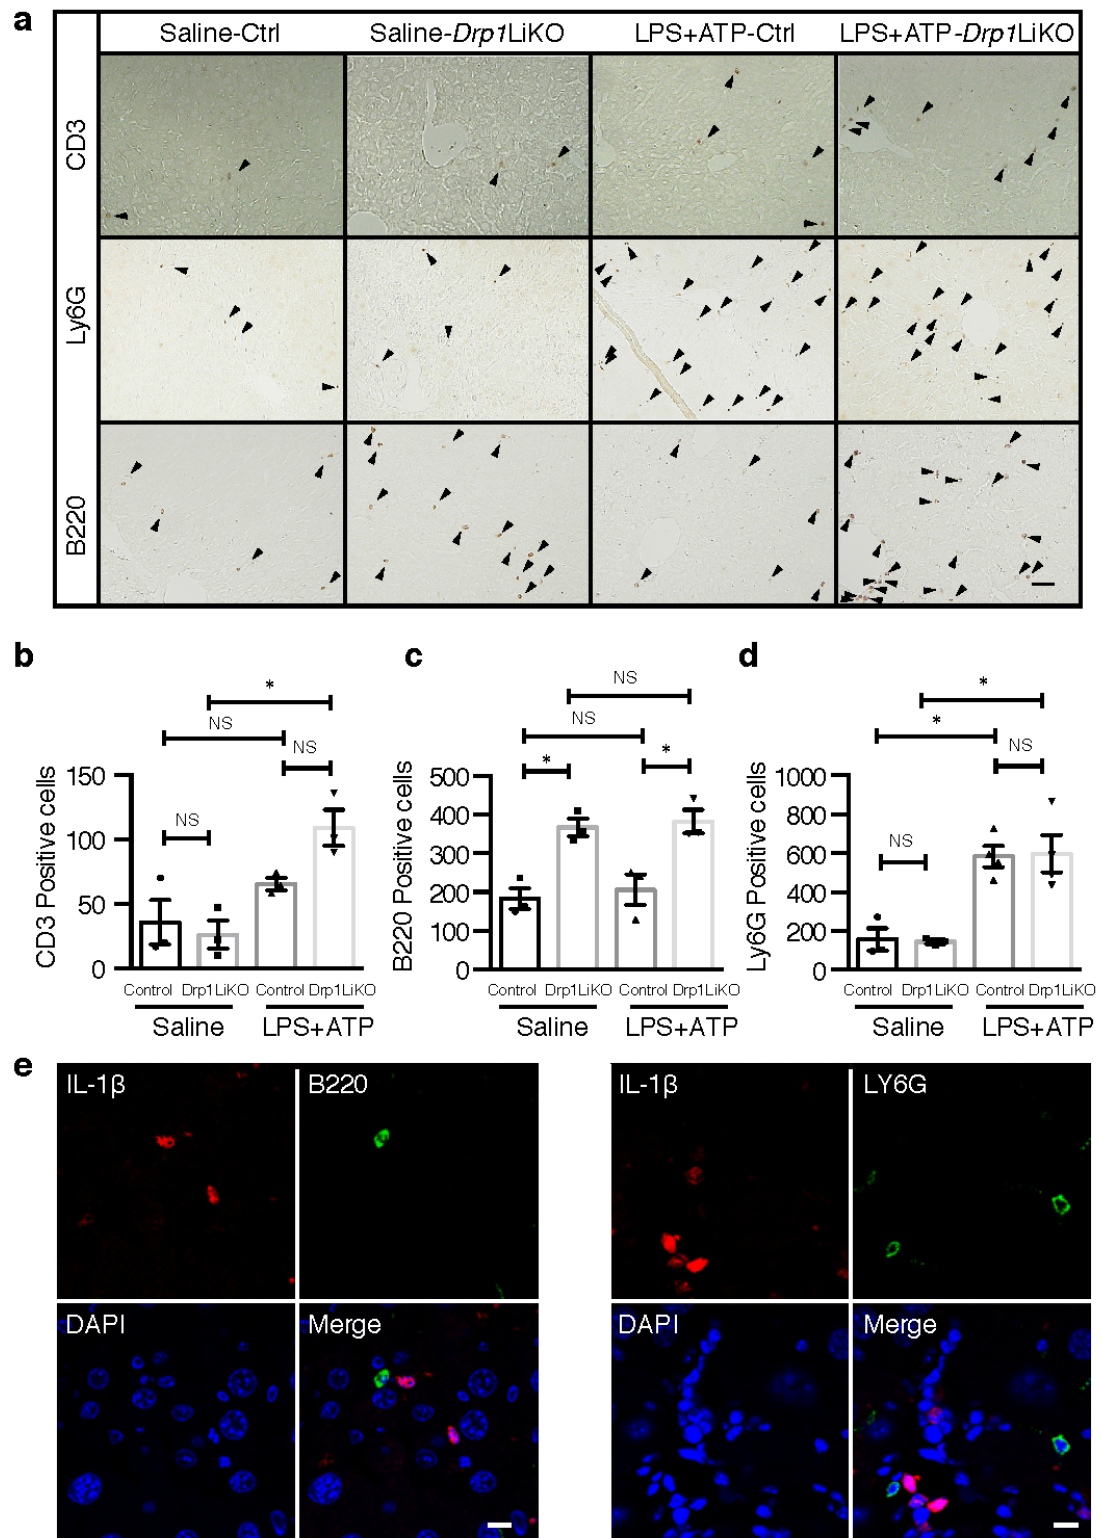

Supplementary Figure 4 Wang et al.

**Supplementary Figure 4. LPS/ATP treatment-induced inflammatory cell infiltration in control and *Drp1*LiKO mice livers. (a–d)** Representative images of CD3, Ly6G, and B220 staining of liver sections from either saline- or LPS/ATP-treated control and *Drp1*LiKO mice. Scale bar = 50  $\mu$ m. Quantitative analysis of the number of CD3-, Ly6G-, and B220-positive cells was performed by counting cells in 15 high-power fields (20 $\times$ ) per slide from 4 mice per group. Values are expressed as mean  $\pm$  SEM ( $n = 4$ ). NS, no significant difference;  $*p < 0.05$  determined by two-way ANOVA with Tukey's post hoc test. (e) Representative images of IL-1 $\beta$ , Ly6G, and B220 staining of livers from LPS/ATP-treated *Drp1*LiKO mice. IL-1 $\beta$ -positive cells were visualized using Alexa Fluor 594-conjugated rabbit anti-goat IgG (red), whereas Ly6G- and B220-positive cells were visualized using Alexa Fluor 488-conjugated goat anti-rat IgG (green). Nuclei were stained with DAPI (blue). Scale bar = 10  $\mu$ m. Abbreviations: LPS, lipopolysaccharide; ATP, adenosine triphosphate; *Drp1*LiKO, liver-specific *Drp1*-knockout; IP, intraperitoneally; SEM, standard error of the mean; IgG, immunoglobulin G; DAPI, 4',6-diamidino-2-phenylindole.

Supplementary Figure 5. Uncropped gel pictures for Figure. 2a.

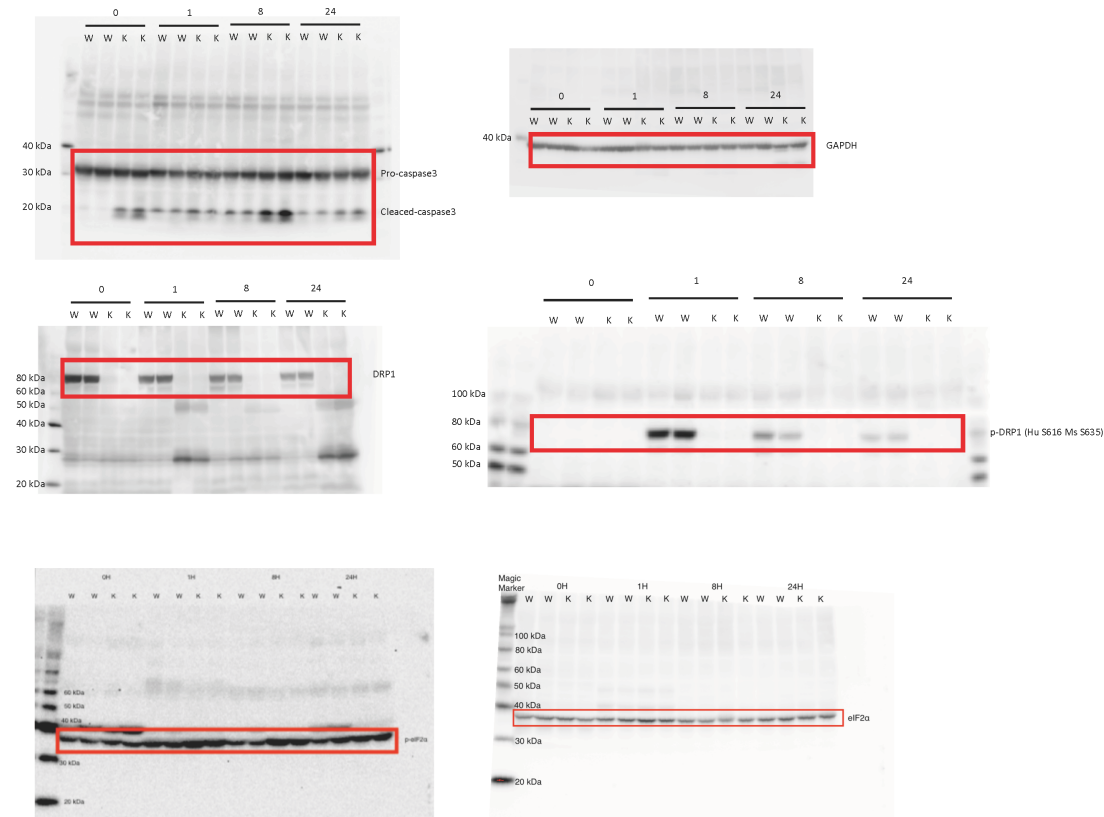

Supplementary Figure 6. Uncropped gel pictures for Figure. 2g.

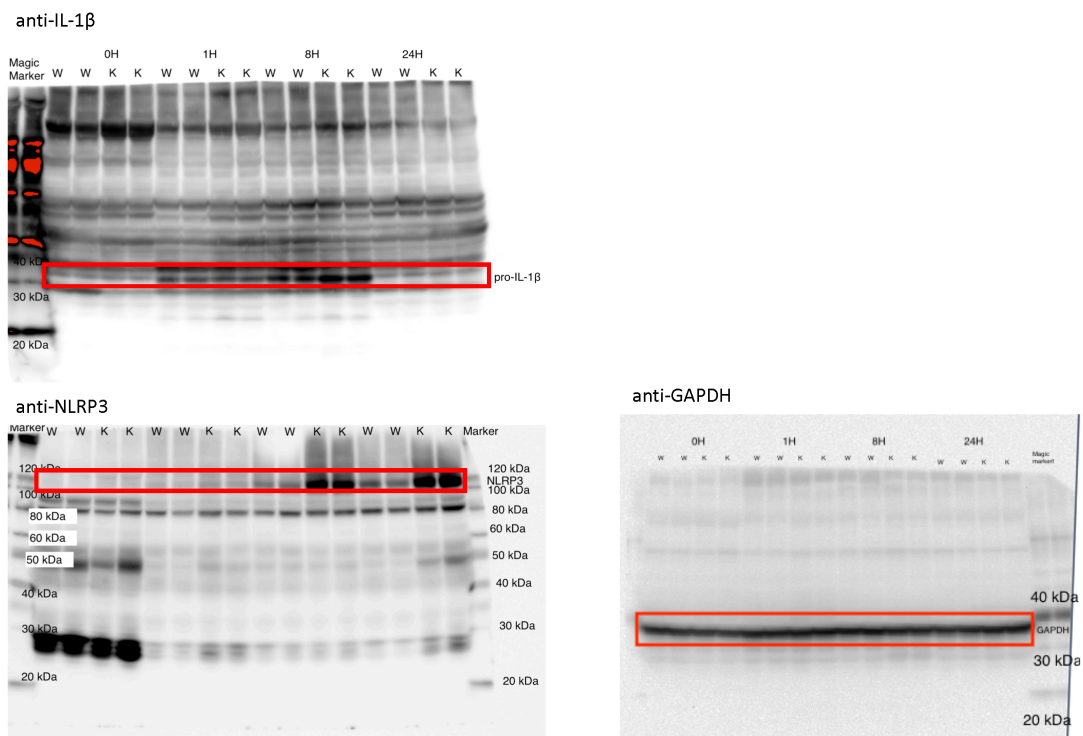

Supplementary Figure 7. Uncropped gel pictures for Figure. 4a.

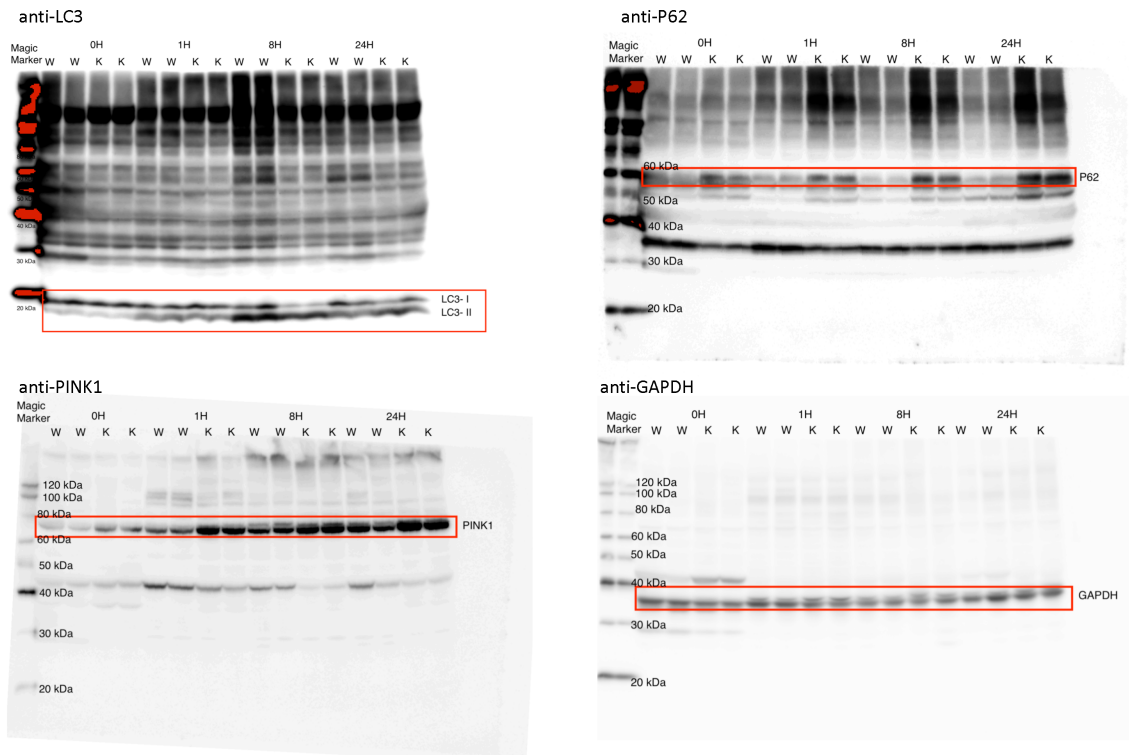

Supplementary Figure 8. Uncropped gel pictures for Figure. 4f.

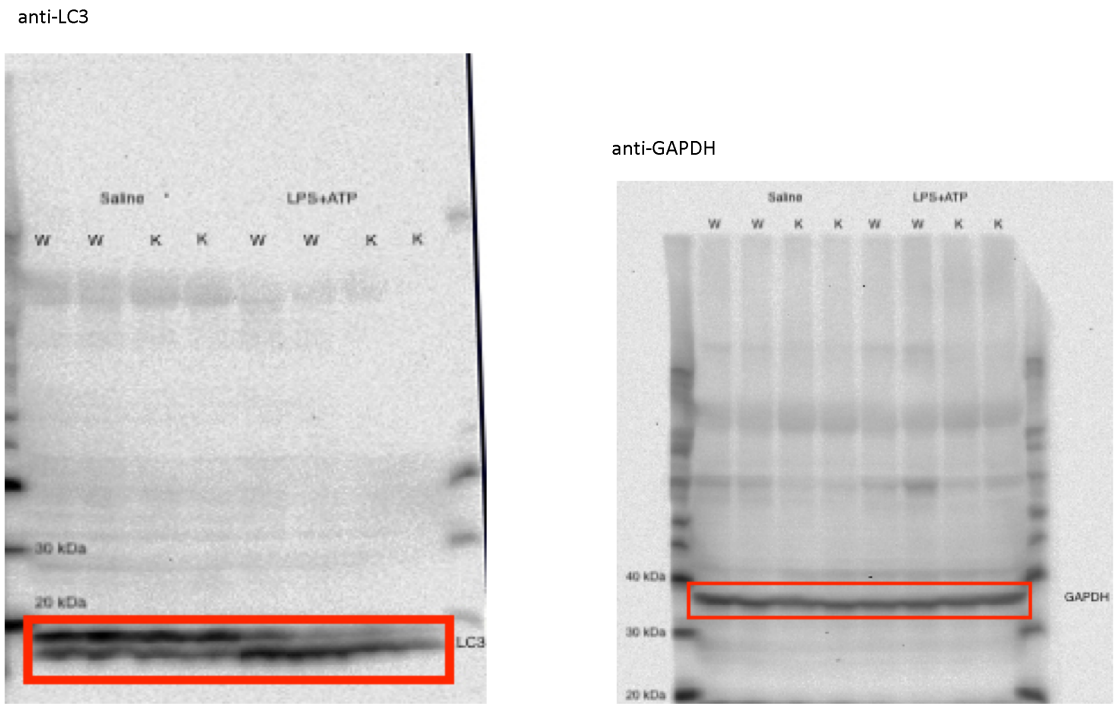

Supplementary Figure 9. Uncropped gel pictures for Figure. 6c.

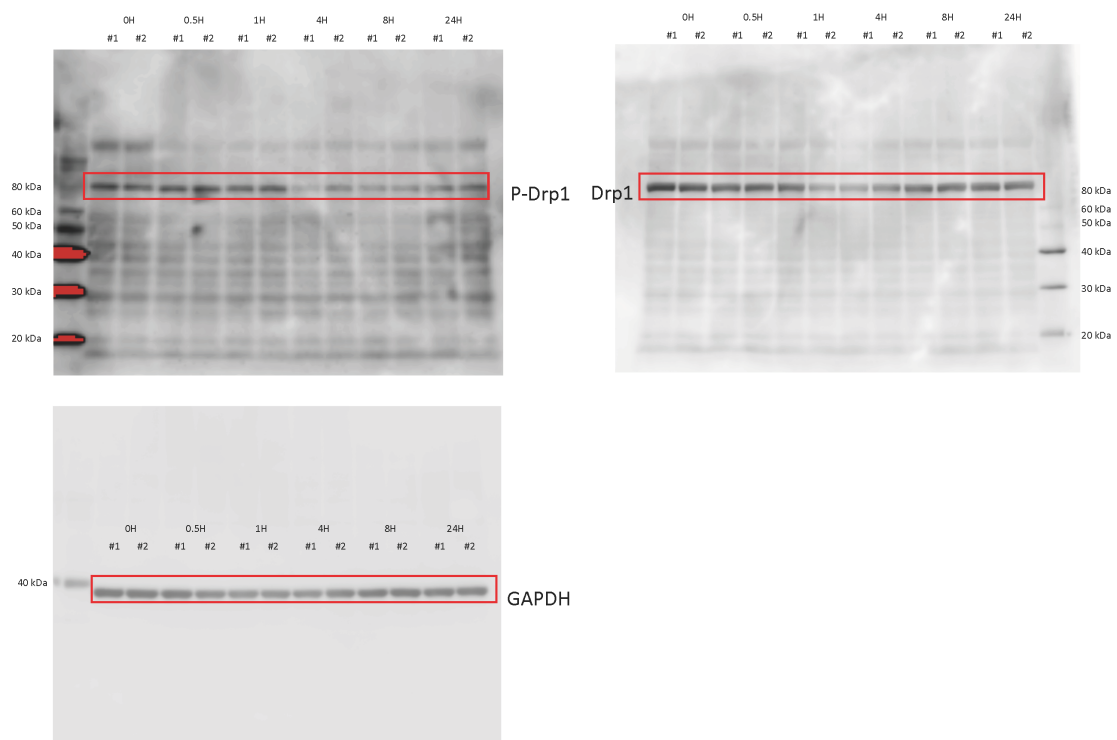

Supplementary Figure 10. Uncropped gel pictures for Supplementary Figure. 2a.

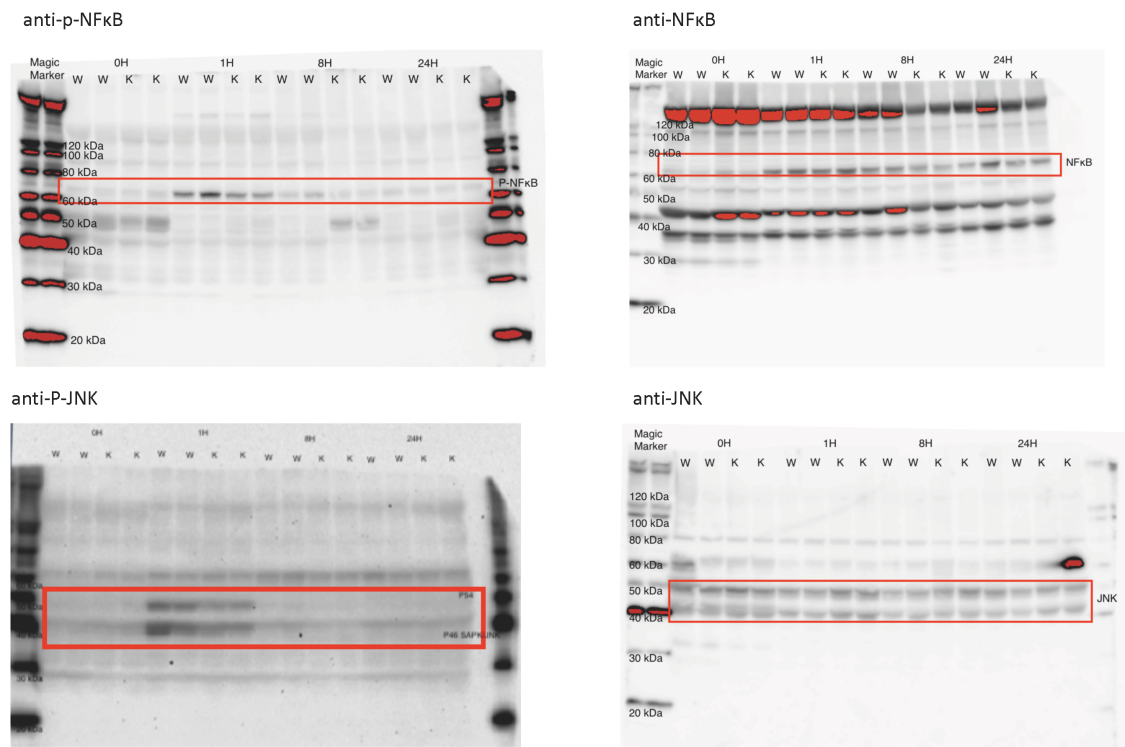

**Supplemental Table 1. Genes involved in immune system process.**

| Gene ID      | Gene Name                                                                                                   |
|--------------|-------------------------------------------------------------------------------------------------------------|
| NM_145227    | 2'-5' oligoadenylate synthetase 2(Oas2)                                                                     |
| NM_145226    | 2'-5' oligoadenylate synthetase 3(Oas3)                                                                     |
| NM_145209    | 2'-5' oligoadenylate synthetase-like 1(Oasl1)                                                               |
| NM_011854    | 2'-5' oligoadenylate synthetase-like 2(Oasl2)                                                               |
| NM_001252469 | BCL2-associated athanogene 6(Bag6)                                                                          |
| NM_020001    | C-type lectin domain family 4, member n(Clec4n)                                                             |
| NM_145437    | CD300 molecule like family member d(Cd300ld)                                                                |
| NM_134158    | CD300C molecule 2(Cd300c2)                                                                                  |
| NM_009690    | CD5 antigen-like(Cd5l)                                                                                      |
| NM_010016    | CD55 molecule, decay accelerating factor for complement(Cd55)                                               |
| NM_001042605 | CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)(Cd74) |
| NM_172689    | DEAD (Asp-Glu-Ala-Asp) box polypeptide 58(Ddx58)                                                            |
| NM_030150    | DEXH (Asp-Glu-X-His) box polypeptide 58(Dhx58)                                                              |
| NM_010846    | MX dynamin-like GTPase 1(Mx1)                                                                               |
| NM_013606    | MX dynamin-like GTPase 2(Mx2)                                                                               |
| NM_001033207 | NLR family, CARD domain containing 5(Nlrc5)                                                                 |
| AK078327     | OTU domain containing 7B(Otud7b)                                                                            |
| NM_175397    | Sp110 nuclear body protein(Sp110)                                                                           |
| NM_001139519 | Z-DNA binding protein 1(Zbp1)                                                                               |
| NM_010130    | adhesion G protein-coupled receptor E1(Adgre1)                                                              |
| NM_010730    | annexin A1(Anxa1)                                                                                           |
| NM_009735    | beta-2 microglobulin(B2m)                                                                                   |
| NM_007609    | caspase 4, apoptosis-related cysteine peptidase(Casp4)                                                      |
| NM_007574    | complement component 1, q subcomponent, C chain(C1qc)                                                       |
| NM_007572    | complement component 1, q subcomponent, alpha polypeptide(C1qa)                                             |
| NM_009777    | complement component 1, q subcomponent, beta polypeptide(C1qb)                                              |
| NM_013484    | complement component 2 (within H-2S)(C2)                                                                    |
| NM_008823    | complement factor properdin(Cfp)                                                                            |
| NM_007995    | ficolin A(Fcna)                                                                                             |
| NM_001172117 | hemopoietic cell kinase(Hck)                                                                                |
| NM_010380    | histocompatibility 2, D region locus 1(H2-D1)                                                               |
| NM_001267808 | histocompatibility 2, D region locus L(H2-L)                                                                |
| NM_001001892 | histocompatibility 2, K1, K region(H2-K1)                                                                   |
| NM_010394    | histocompatibility 2, Q region locus 7(H2-Q7)                                                               |
| NM_010398    | histocompatibility 2, T region locus 23(H2-T23)                                                             |
| NM_025378    | interferon induced transmembrane protein 3(Ifitm3)                                                          |
| NM_027835    | interferon induced with helicase C domain 1(Ifih1)                                                          |
| NM_016850    | interferon regulatory factor 7(Irf7)                                                                        |
| NM_008331    | interferon-induced protein with tetratricopeptide repeats 1(Ifit1)                                          |
| NM_010501    | interferon-induced protein with tetratricopeptide repeats 3(Ifit3)                                          |
| NM_001291894 | leukocyte immunoglobulin-like receptor, subfamily B, member 4A(Lilrb4a)                                     |
| NM_008491    | lipocalin 2(Lcn2)                                                                                           |
| NM_010766    | macrophage receptor with collagenous structure(Marco)                                                       |
| NM_178440    | myosin IG(Myo1g)                                                                                            |
| NM_011095    | paired Ig-like receptor B(Pirb)                                                                             |
| NM_021384    | radical S-adenosyl methionine domain containing 2(Rsad2)                                                    |

**Supplemental Table 2. Genes involved in mitotic nuclear division.**

| Gene ID                 | Gene Name                                                                  |
|-------------------------|----------------------------------------------------------------------------|
| NM_009772               | BUB1, mitotic checkpoint serine/threonine kinase(Bub1)                     |
| NM_025995               | F-box protein 5(Fbxo5)                                                     |
| NM_023294               | NDC80 kinetochore complex component(Ndc80)                                 |
| NM_023284               | NUF2, NDC80 kinetochore complex component(Nuf2)                            |
| NM_026282               | SPC24, NDC80 kinetochore complex component, homolog (S. cerevisiae)(Spc24) |
| NM_001305800            | SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae)(Spc25) |
| NM_028109               | TPX2, microtubule-associated(Tpx2)                                         |
| AK147951                | anaphase-promoting complex subunit 5(Anapc5)                               |
| NM_028390               | anillin, actin binding protein(Anln)                                       |
| NM_009791               | asp (abnormal spindle)-like, microcephaly associated (Drosophila)(Aspm)    |
| NM_011497               | aurora kinase A(Aurka)                                                     |
| NM_009689, NM_001012273 | baculoviral IAP repeat-containing 5(Birc5)                                 |
| NM_023223               | cell division cycle 20(Cdc20)                                              |
| NM_011799               | cell division cycle 6(Cdc6)                                                |
| NM_175384, NM_001110162 | cell division cycle associated 2(Cdca2)                                    |
| NM_013538               | cell division cycle associated 3(Cdca3)                                    |
| NM_026410               | cell division cycle associated 5(Cdca5)                                    |
| NM_026560               | cell division cycle associated 8(Cdca8)                                    |
| NM_173762               | centromere protein E(Cenpe)                                                |
| NM_028131               | centromere protein N(Cenpn)                                                |
| NM_009828               | cyclin A2(Cna2)                                                            |
| NM_172301               | cyclin B1(Ccnb1)                                                           |
| NM_007630               | cyclin B2(Ccnb2)                                                           |
| NM_007659               | cyclin-dependent kinase 1(Cdk1)                                            |
| NM_001014976            | extra spindle pole bodies 1, separase(Espl1)                               |
| NM_010615               | kinesin family member 11(Kif11)                                            |
| NM_183046               | kinesin family member 20B(Kif20b)                                          |
| NM_024245               | kinesin family member 23(Kif23)                                            |
| NM_001290662            | kinesin family member 2C(Kif2c)                                            |
| NM_001042421            | kinetochore associated 1(Kntc1)                                            |
| NM_029617               | kinetochore scaffold 1(Knl1)                                               |
| NM_026412               | kinetochore-localized astrin/SPAG5 binding(Knstm)                          |
| NM_146171               | non-SMC condensin I complex, subunit D2(Ncapd2)                            |
| NM_133762               | non-SMC condensin II complex, subunit G2(Ncapg2)                           |
| NM_133851               | nucleolar and spindle associated protein 1(Nusap1)                         |
| NM_011121               | polo-like kinase 1(Plk1)                                                   |
| AK048254                | retinoblastoma binding protein 8(Rbbp8)                                    |
| NM_028232               | shugoshin-like 1 (S. pombe)(Sgo1)                                          |
| NM_025581               | spindle and kinetochore associated complex subunit 1(Ska1)                 |
| NM_001301412            | structural maintenance of chromosomes 2(Smc2)                              |
| NM_133786               | structural maintenance of chromosomes 4(Smc4)                              |
| NM_026785               | ubiquitin-conjugating enzyme E2C(Ube2c)                                    |
| NM_026507               | zwilch kinetochore protein(Zwilch)                                         |

**Supplemental Table 3. Reagents used in this study.**

| Reagents                                              | Final Conc    | Source           | Material Number | Location                  |
|-------------------------------------------------------|---------------|------------------|-----------------|---------------------------|
| MitoTracker Red CMXRos                                | 250 nM        | Molecular Probes | M7512           | (Rockford, IL, USA)       |
| MitoTracker Green FM                                  | 25 nM         | Molecular Probes | M7514           | (Rockford, IL, USA)       |
| Hoechst 33342                                         | 1 µg/ml       | Dojindo          | H342            | (Kumamoto, Japan)         |
| DAPI                                                  | 5 µg/ml       | Dojindo          | D523            | (Kumamoto, Japan)         |
| LPS from <i>Escherichia coli</i> O111:B4              | 100 ng/ml     | Sigma-aldrich    | L2630           | (St. Louis, MO, USA)      |
| Tetramethylrhodamine, Ethyl Ester, Perchlorate (TMRE) | 100 nM        | Molecular Probes | T669            | (Rockford, IL, USA)       |
| Tauroursodeoxycholic acid                             | 500 µM / 5 mM | Teichemicals     | T1567           | (Tokyo, Japan)            |
| Thapsigargin                                          | 2 µM / 5 µM   | Sigma-aldrich    | T9033           | (St. Louis, MO, USA)      |
| 7AAD 5 µl (0.25 µg)/test (1x10 <sup>6</sup> cells)    |               | BD Biosciences   | 559925          | (Sparks, MD, USA)         |
| ApopTag® Peroxidase In Situ Apoptosis Detection Kit   |               | Milipore         | S7100           | (Burlington, Boston, USA) |
| Cellstain- Trypan Blue                                |               | Dojindo          | T375            | (Kumamoto, Japan)         |

**Supplemental Table 4. Antibodies used in this study.**

|                                                                                                                                       |
|---------------------------------------------------------------------------------------------------------------------------------------|
| Rat monoclonal anti F4/80 (1:200 dilution; AbD serotec, Hercules, CA, USA)                                                            |
| Goat polyclonal anti-IL-1 $\beta$ (1:1000 dilution for western and 1:200 dilution for immunostain; Sigma-aldrich, St. Louis, MO, USA) |
| Rabbit polyclonal anti-LC3A/B (1:1000 dilution for western and 1:200 dilution for immunostain; Cell signaling, Danvers, MA, USA)      |
| Mouse monoclonal anti-OPA1 ( 1:200 dilution ; BD Biosciences, Sparks, MD, USA)                                                        |
| Rat monoclonal anti Ly6G (1:200 dilution; BD Biosciences, Sparks, MD, USA)                                                            |
| Rat monoclonal anti-CD3 (1:200 dilution; AbD serotec, Hercules, CA, USA)                                                              |
| Rat monoclonal anti-CD45R/B220, clone RA3-6B2 (1:200 dilution; BioLegend, San Diego, CA, USA)                                         |
| Rabbit polyclonal anti- pNF $\kappa$ B, p65 subunit (Ser536) (1:1000 dilution; Cell signaling, Danvers, MA, USA)                      |
| Mouse monoclonal anti-NF $\kappa$ B, p65 subunit, clone 12H11 (1:1000 dilution; Chemicon, Temecula, CA, USA)                          |
| Mouse monoclonal anti-NLRP3/NALP3 (Cryo-2) (1:1000 dilution; Adipogen, San Diego, CA, USA)                                            |
| Mouse monoclonal anti-DLP1(DRP1) ( 1:200 dilution ; BD Biosciences, Sparks, MD, USA)                                                  |
| Phospho DRP1 (Ser616) antibody (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                                    |
| Phospho DRP1 (Ser637) antibody (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                                    |
| Rabbit polyclonal anti-Caspase 3 (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                                  |
| Rabbit polyclonal anti-SQSTM1/p62 (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                                 |
| Rabbit polyclonal anti-PINK1 (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                                      |
| Rabbit polyclonal anti-phospho-JNK (Thr183/Tyr185) (1:1000 dilution; Cell signaling, Danvers, MA, USA)                                |
| Mouse monoclonal anti-JNK (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)                                            |
| Rabbit monoclonal anti-phospho-eIF2 $\alpha$ (Ser51) (1:1000 dilution; Cell signaling, Danvers, MA, USA)                              |
| Rabbit monoclonal anti-eIF2 $\alpha$ (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)                                 |
| Horse anti-mouse IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)                                         |
| Goat anti-rabbit IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)                                         |
| Goat anti-rat IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)                                            |
| Donkey anti-goat IgG, HRP-linked antibody (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)                            |
| Rabbit monoclonal anti-GAPDH (HRP Conjugate) (1:5000 dilution; Cell signaling, Danvers, MA)                                           |
| PE-Cy <sup>TM</sup> 7 Rat anti-mouse CD45 ( 1:100 dilution ; BD Biosciences, Sparks, MD, USA)                                         |
| APC-Cy <sup>TM</sup> 7 Rat anti-Mouse CD11b ( 1:100 dilution ; BD Biosciences, Sparks, MD, USA)                                       |
| FITC rat anti-mouse F4/80 (1:100 dilution; BioLegend, San Diego, CA, USA)                                                             |
| APC rat anti-mouse CD206 (MMR) (1:100 dilution; BioLegend, San Diego, CA, USA)                                                        |
| APC anti-mouse CD64 (1:100 dilution; BioLegend, San Diego, CA, USA)                                                                   |
| PE anti-mouse CD80 (1:100 dilution; BioLegend, San Diego, CA, USA)                                                                    |
| Alexa Fluor® 488 donkey anti-rabbit IgG (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)                                 |
| Alexa Fluor® 594 chicken anti-goat IgG(H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)                             |
| Alexa Fluor® 488 rabbit anti-rat IgG (H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)                              |
| Alexa Fluor® 594 goat anti-mouse IgG(H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)                               |

**Supplemental Table 5. Real-time PCR primers used in this study.**

| Gene         | Forward primer (5' – 3') | Reverse primer (5' – 3') | Product size (bp) |
|--------------|--------------------------|--------------------------|-------------------|
| <i>Tnfa</i>  | CCACCACGCTCTTCTGTCTA     | AGGGTCTGGGCCATAGAACT     | 103               |
| <i>Mcp1</i>  | GCAGTTAACGCCCCACTCA      | CCAGCCTACTCATTGGGATCA    | 67                |
| <i>Chop</i>  | AGCCTGGTATGAGGATCTGC     | CTCCTGCTCCTTCTCCTTCA     | 319               |
| <i>P8</i>    | CAGACCACAGACACCACACC     | TCTGCTTCTTGCTCCCATCT     | 222               |
| <i>Trib3</i> | CCCACAGGCACAGAGTACAC     | CGTCCTCTCACAGTTGCTGA     | 324               |
| <i>Atf3</i>  | ACCTCCTGGGTCACCTGGTATTTG | TTCTTTCTCGCCGCCTCCTTTTCC | 215               |
| <i>Il6</i>   | CCGGAGAGGAGACTTCACAG     | TTCTGCAAGTGCATCATCGT     | 166               |
| <i>Il-1b</i> | TGTGAAATGCCACCTTTTGA     | GGTCAAAGGTTTGAAGCAG      | 94                |
| <i>Irfb1</i> | CCCTATGGAGATGACGGAGA     | CTGTCTGCTGGTGGAGTTCA     | 161               |
| <i>Drp1</i>  | TGCCTCAGATCGTCGTAGTG     | TGACCACACCAGTTCCTCTG     | 101               |
| <i>Gapdh</i> | CCATCACTGCCACCCAGAAG     | GATGCAGGGATGATGTTC       | 91                |

# Supplementary material for: Dynamin-related protein 1 deficiency accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice
**Source:** Commun Biol. 2021 Jul 21;4:894. doi: 10.1038/s42003-021-02413-6
**Supplement:** Supplementary file 3 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

For microarray analysis, cRNA was hybridized to a 60K 60-mer oligomicroarray (SurePrint G3 Mouse Gene Expression Microarray 8x60K v2 ; Agilent Technologies), and the hybridized microarray slides were scanned using an Agilent scanner. The tissue sections were analyzed under a BZ-8000 microscope (Keyence, Osaka, Japan) or a confocal microscope LSM700 (Zeiss, Oberkochen, Germany). ALT and AST levels were collected by using the DRI-CHEM3500 Chemistry Analyzer (Fujifilm, Tokyo, Japan). The levels of cytokines were detected using the BD Cytometric Bead Array (CBA) Cytokine kit (Becton-Dickinson, Franklin Lakes, NJ, USA) and a NovoCyte flow cytometer (ACEA Biosciences, San Diego, CA, USA).

### Data analysis

Confocal microscope images were analyzed using ZEN software (Zeiss, Oberkochen, Germany). The levels of cytokines were analyzed using a NovoCyte flow cytometer NovoExpress software. For microarray, the relative hybridization intensities and background hybridization values were calculated using Feature Extraction Software version 9.5.1.1 (Agilent Technologies). 

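The headers of both array files name another version of Feature Extraction than 9.5.1.1. The processed signal of a spot is its mean intensity after background subtraction, and where that is not above the background noise the software writes a small surrogate value in its place. Surrogate values made up 34.3% of transcript spots in control and 30.2% in *Drp1*LiKO cells.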

Two-tailed Student's t-test was performed to compare two groups using Microsoft Excel (Mac 201012 version 16.16.27; Microsoft Japan, Tokyo, Japan). Two-way analysis of variance (ANOVA) with Bonferroni's Post Hoc Test or Tukey's post hoc test or ordinary one-way ANOVA was performed to compare multiple groups using GraphPad Prism 6.0 software (GraphPad, San Diego, CA, USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. The microarray data from this publication have been submitted to the Gene Expression Omnibus database [<http://www.ncbi.nlm.nih.gov/geo/>] and assigned an identifier [accession: GSE156982].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was chosen on the basis of prior studies that showed significant effects with similar sample sizes. |
| Data exclusions | Data were not excluded from analysis.                                                                               |
| Replication     | Replicated experiments were successful and support conclusions drawn in this report.                                |
| Randomization   | Samples were chosen randomly from each genotype per treatment per time point.                                       |
| Blinding        | Investigators were not blinded during experiments.                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Rat monoclonal anti F4/80 (1:200 dilution; AbD serotec, Hercules, CA, USA)  
 Rabbit polyclonal anti-Caspase 3 (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Phospho DRP1 (Ser616) antibody (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Phospho DRP1 (Ser637) antibody (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Mouse monoclonal anti-DLP1(DRP1) ( 1:200 dilution ; BD Biosciences, Sparks, MD, USA)  
 Goat polyclonal anti-IL-1 $\beta$  (1:1000 dilution for western and 1:200 dilution for immunostain; Sigma-aldrich, St. Louis, MO, USA)  
 Rabbit polyclonal anti-LC3A/B (1:1000 dilution for western and 1:200 dilution for immunostain; Cell signaling, Danvers, MA, USA)  
 Mouse monoclonal anti-OPA1 ( 1:200 dilution ; BD Biosciences, Sparks, MD, USA)  
 Rat monoclonal anti Ly6G (1:200 dilution; BD Biosciences, Sparks, MD, USA)  
 Rat monoclonal anti-CD3 (1:200 dilution; AbD serotec, Hercules, CA, USA)

Rat monoclonal anti-CD45R/B220, clone RA3-6B2 (1:200 dilution; BioLegend, San Diego, CA, USA)  
 Rabbit polyclonal anti- pNfκ B, p65 subunit (Ser536) (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Mouse monoclonal anti-Nfκ B, p65 subunit, clone 12H11 (1:1000 dilution; Chemicon, Temecula, CA, USA)  
 Mouse monoclonal anti-NLRP3/NALP3 (Cryo-2) (1:1000 dilution; Adipogen, San Diego, CA, USA)  
 Rabbit polyclonal anti-phospho mTOR (Ser2448) (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Rabbit polyclonal anti-mTOR (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Rabbit polyclonal anti-SQSTM1/p62 (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Rabbit polyclonal anti-PINK1 (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Rabbit polyclonal anti-phospho-JNK (Thr183/Tyr185) (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Mouse monoclonal anti-JNK (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)  
 Rabbit monoclonal anti-phospho-eIF2α (Ser51) (1:1000 dilution; Cell signaling, Danvers, MA, USA)  
 Rabbit monoclonal anti-eIF2α (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)  
 Horse anti-mouse IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)  
 Goat anti-rabbit IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)  
 Goat anti-rat IgG, HRP-linked antibody (1:5000 dilution; Cell signaling, Danvers, MA, USA)  
 Donkey anti-goat IgG, HRP-linked antibody (1:1000 dilution; Santa Cruz Biotechnology, Santa Cruz, CA, USA)  
 Rabbit monoclonal anti-GAPDH (HRP Conjugate) (1:5000 dilution; Cell signaling, Danvers, MA)  
 PE-Cy™7 Rat anti-mouse CD45 (1:100 dilution ; BD Biosciences, Sparks, MD, USA)  
 APC-Cy™7 Rat anti-Mouse CD11b (1:100 dilution ; BD Biosciences, Sparks, MD, USA)  
 FITC rat anti-mouse F4/80 (1:100 dilution; BioLegend, San Diego, CA, USA)  
 APC rat anti-mouse CD206 (MMR) (1:100 dilution; BioLegend, San Diego, CA, USA)  
 APC anti-mouse CD64 (1:100 dilution; BioLegend, San Diego, CA, USA)  
 PE anti-mouse CD80 (1:100 dilution; BioLegend, San Diego, CA, USA)  
 Alexa Fluor® 488 donkey anti-rabbit IgG (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)  
 Alexa Fluor® 594 chicken anti-goat IgG(H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)  
 Alexa Fluor® 488 rabbit anti-rat IgG (H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)  
 Alexa Fluor® 594 goat anti-mouse IgG(H+L) (1:200 dilution; Thermo Fisher Scientific, Rockford, IL, USA)

## Validation

Antibodies have been validated either by the suppliers or by our previous work (Wang et al, 2015),

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

Mouse primary hepatocyte and hepatic nonparenchymal cell were isolated as previously described (Severgnini, M. et al, 2012).

## Authentication

None of the cell lines have been authenticated.

## Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination but no indication of contamination was observed.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

We purchased 8–12-week-old male C57BL/6J mice from KBT Oriental Co., Ltd. (Saga, Japan). We created Drp1LiKO (Alb-CreTg/+ Drp1flox/flox) and control (Drp1flox/flox, sibling littermates) mice and genotyped them for the Drp1 conditional allele and the Cre transgene using PCR, as previously described (Wang et al. 2015)

## Wild animals

No wild animals were used in this study.

## Field-collected samples

The mice were maintained in a standard specific-pathogen free room at room temperature (22°C–24°C) and 50%-60% relative humidity under a 12 h/12 h light/dark cycle (lights off at 8:00 p.m.). The mice were fed a normal chow diet (NCD; 5.4% fat, CRF-1; Orient Yeast, Tokyo, Japan) ad libitum. Experiments were performed between 10:00 and 11:00 a.m. after overnight fasting, except the LPS challenge and primary hepatocyte isolation (ad libitum).

## Ethics oversight

All mouse procedures and protocols were approved by the Ethics Committees on Animal Experimentation (Kyushu University, Graduate School of Medicine, Japan) and performed in accordance with the Guide for the Care and Use of Laboratory Animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

LPS was injected intraperitoneally into mice at 5 mg/kg body weight, and liver and serum samples were collected from the inferior vena cava at different time points (0, 1, 4, 8, 24, and 48 h). The liver tissue was perfused with cold PBS through the portal vein and then chopped into 1-2 mm pieces. Next, we added 100 mg of liver tissue to 1 mL of cell lysis buffer (R&D System, Minneapolis, MN, USA) and homogenized it using a tissue homogenizer. Finally, we diluted liver, serum, and cell culture supernatant samples with known high protein concentrations at 1:50 using an assay diluent and quantified the levels of various types of cytokines.

Instrument

NovoCyte flow cytometer (ACEA Biosciences, San Diego, CA, USA)

Software

NovoExpress software

Cell population abundance

No post-sort fractions were collected.

Gating strategy

Before analysis of fluorescence, live, single cells were gated using forward and side scatter parameters (FSC, SSC) to exclude cell debris and doublets. Gating strategy was showed in Figure 3. Pro-inflammatory (M1) macrophages were identified as 7AAD-CD45+CD11b+F4/80+CD80High CD64Low, 7AAD-CD45+CD11b+ F4/80+CD80Low CD64High, and 7AAD-CD45+CD11b+ F4/80+CD80High CD64High; anti-inflammatory (M2) macrophages were identified as 7AAD-CD45+CD11b+ F4/80+CD206High macrophages, respectively.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Dynamin-related protein 1 deficiency accelerates lipopolysaccharide-induced acute liver injury and inflammation in mice
**Source:** Commun Biol. 2021 Jul 21;4:894. doi: 10.1038/s42003-021-02413-6
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary data 1

**Description:** Source data for graphs and charts

How the deposited data were processed for this re-analysis (not part of the article)

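Gene expression was measured in primary hepatocytes of control and *Drp1*LiKO mice, 1 array per genotype, on 60-mer Agilent mouse arrays read in 1 color. The authors deposited, for each array, the Feature Extraction output with the intensity of each spot, both as a raw mean with its local background and as a processed signal corrected for background. They also deposited a table of intensities normalized between arrays, by a method the paper's text does not name. The sorted values of its columns differ by at most 0.0522%, as after quantile normalization. The control column kept the order of probes of the control array. The *Drp1*LiKO column did not keep that of the *Drp1*LiKO array, and 1053 of 29464 probes well above background (3.57%) differed over 2-fold, so it was used only as an alternative.

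From the processed signals, spots marked as outliers and control spots were left out, log2 signals were averaged per probe, and the 75th percentile of each array was subtracted. This left out 5 probes with every spot marked. Probes were kept if well above background on at least 1 array, in most of their spots. Signals not well above background were raised to the lowest signal that was, on that array, if they lay below it. Ratios with a signal not well above background are called bounds and were not ranked. The Z score was taken over the 30275 probes kept, since the paper names a threshold of 2 and no reference population. A gene was its brightest probe. Gene names are those of the array design, and of 37074 names 24787 stand in the RefSeq table of GRCm38.p6 as symbol or synonym. Coordinates are those of the files, in mm9. Genes were named by a rule set before the data were examined: *Dnm1l*, genes the paper names, the 10 largest changes in each direction with probes of one sign, the 5 largest of each supplementary table and those short of the threshold or against it, and members of the gene lists. Where the sections that follow name other genes or probes, they were chosen after their values were seen.

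Gene lists were written before the data were examined: markers of Kupffer cells and macrophages, monocytes, endothelial cells, stellate cells, cholangiocytes, T and NK cells, B cells, neutrophils and hepatocytes, and genes of interferon response, MHC class I and II, p53 response, integrated stress response, unfolded protein response, mitosis, S phase, acute phase, mitochondrial dynamics, mitophagy and sex, and cytokines and other genes named by the paper. With 1 array per genotype no test was run, and a list of at least 3 detected genes is described by the percent of 10000 random lists of the same size, drawn in 20 bins of mean signal, with a lower median. Medians of the interferon and mitotic lists without genes of the supplementary tables were added after the values were seen. The noise between spots was taken from probes printed 10 times.

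The alternatives were quantile normalization, normexp background correction of the raw intensities with an offset of 50, scaling to spike-in probes, the deposited normalized intensities, 2 other filters on dim probes, no floor, outlier spots kept, a Z score among probes of similar signal, a robust Z score, the median of a gene's probes, a minimum of 1.5-fold, and counts of probes or of genes by any probe. For the deposited intensities, 1 detection limit served both columns, the 1st percentile of control values among probes well above background, a choice made after the mismatch of the *Drp1*LiKO column was seen. Enrichment of GO terms was not analysed here. The value of 1 gene of the lists is not reported here.

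The steps were tested on simulated data, in which a *Drp1*LiKO array was made from the control array with spot noise, a scaling shift of 0.2 on the log2 scale and 200 genes changed by a log2 ratio of 2 or 3 in either direction. In this comparison over 18356 genes, 200 of 200 changed genes passed the threshold in the right direction, and so did 109 unchanged genes in either direction. The simulated changes exceeded the log2 ratio of 1.30 at the threshold of the real data. No spread between cultures was simulated, and unchanged genes kept the detection calls of the control array. These counts therefore check the steps and do not measure how reliable the real 705 and 566 genes are. Of 60 lists of 20 unchanged genes, 4 fell outside the central 95% of random lists. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.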

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

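Lists of markers that the paper does not discuss for these cultures drew attention because their median log2 ratio lay above nearly all random lists matched on signal, that is, higher in *Drp1*LiKO than in control cells. The limit on random lists, and the tests on a lower share of hepatocytes and on scaling of the endothelial markers, were chosen after the values were seen. Among this many lists, chance alone can place one beyond such a limit.

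Markers of Kupffer cells and macrophages had the highest such median, 2.49, above 100% of random lists. All 18 detected markers were higher, 17 passed the Z score threshold, 15 were well above background in control cells too, 1 stands in another list and 7 stand in Supplementary Table 1. The brightest were *Cd68*, with a signal of 2346 in control and 9593 in *Drp1*LiKO cells, and *Lyz2*, with 829 and 4464. The 11 markers outside Supplementary Table 1 had a median of 2.36, also above 100% of random lists. For the interferon list, a median of all macrophage markers at least as high as that of the interferon-induced genes (2.40) had been set in advance as what more macrophages in the *Drp1*LiKO culture would give. It was met in 9 of 10 settings, by 0.09 in the main one, and not with normexp background correction, where macrophage markers were at 1.83 and interferon-induced genes at 2.05. For that list, more macrophages and other causes therefore cannot be told apart. For Supplementary Table 1, another criterion had been set in advance, that the markers outside it have a median above 0 and above 95% of random lists. Their 2.36 met it, as did their medians in all 10 settings, 1.80 to 2.41, so more macrophages in the culture may account for part of the rise of its genes. Of the 32 interferon-induced genes, 9 rose above the highest macrophage marker, 2 of them by bounds. A response of the hepatocytes to *Drp1* deletion stays open beside it and was not tested, since the arrays hold whole cultures.

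Endothelial markers had a median of 1.66 and stellate cell markers one of 1.04, each above 100% of random lists, with 13 of 13 and 10 of 11 detected markers higher. Of these, 11 and 5 were well above background in control cells, and 0 stand in another list or in Supplementary Table 1. The brightest were *Egfl7*, 3774 in control and 6941 in *Drp1*LiKO cells, and *Acta2*, 21437 and 24640, although another probe of *Acta2* had a log2 ratio of 2.20. Scaling was argued against, since the endothelial median was 1.70 with spike-in scaling. A lower share of hepatocytes would raise all other cell types alike, as far as hepatocytes do not express their markers. Macrophage and endothelial markers moved apart by 0.83 on the log2 scale, matched by 0.42% of random divisions of these genes, and by 0.56 to 0.99 over all settings, matched by at most 2.24%. Endothelial ratios reached from 0.27, a bound, to 3.23 and macrophage ratios from 0.73 to 3.45, so the ranges overlap. Random divisions measure the spread of genes in the lists and not the share of cells. Whether a lower share of hepatocytes was the only cause of both rises therefore cannot be told. Macrophage and stellate markers were 1.45 apart, but 6 of the 11 stellate ratios are bounds, and with no floor for dim probes they differed by -0.07 and the stellate median was 2.57, so for stellate markers a lower share of hepatocytes and other causes cannot be told apart. A lower share of hepatocytes, alone or with a further rise of macrophages, stays open, as does an effect of genotype, which was not tested.

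Cholangiocyte markers had a median of 0.58 over 5 detected genes (99.8% of random lists lower), of which 3 rose and 2 fell, and one of -0.46 with no filter on dim probes. They were 1.91 below macrophage markers, matched by 0.13% of random divisions of these genes, and 1.67 to 2.91 below over all settings, matched by at most 0.87%. The cholangiocyte median was 0.62 with spike-in scaling, but 0.06 with the deposited normalized values and 0.09 on probes well above background on both arrays. A rise of cholangiocyte markers is therefore not settled. These few genes go both ways, and whether hepatocytes express them was not measured. The difference therefore does not decide whether a lower share of hepatocytes was the only cause of the macrophage rise. Other causes were not tested. Hepatocyte markers had a median of 0.25 (99.99% of random lists lower), with 12 of 18 higher and a range from -1.05 to 2.03. Explanations for hepatocyte markers were not tested.

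Genes higher in male liver had a median of 0.23 (98.6%), and 4 detected genes higher in female liver had one of 1.72 (99.99% of random lists lower), of which 3 rose. Animals of different sex are argued against, since 4 of 4 Y-linked genes were well above background on both arrays, with a median log2 ratio of 0.17. *Xist* was well above background in control cells only, at least 2.79-fold higher there, near the detection limit. No other explanation was tested.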

How the results depend on the processing

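Counts of table genes by any probe, and the deposited values by any probe, were added after seeing the data. Gene counts past the threshold were within 1.5 times the main count (705 higher, 566 lower) under all alternatives but 2. With no filter on dim probes, 1355 genes were higher, and the share of higher genes among those past the threshold was 69.4% against 55.5%. This follows from its construction, since probes dim on both arrays take the difference between the floors (median log2 ratio of all probes -0.47 against -0.03). With a robust Z score, 1722 were higher and 1443 lower, because the spread it uses leaves out the tails. A Z score among probes of similar signal gave 45.5% higher. Other counts were between 615 and 890 higher and between 416 and 753 lower. The minimum of 1.5-fold changed no count, because the threshold already exceeds it. A count does not say which genes: with the deposited normalized values 429 of 705 higher and 400 of 566 lower genes were shared, with normexp background correction 466 and 381, and with quantile normalization 685 and 563. The lowest overlaps were 400 of the higher genes with the Z score among probes of similar signal and 280 of the lower genes on probes well above background on both arrays, which leave out every bound.

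Tallies of Supplementary Table 1 genes past the threshold ranged from 27 to 40 and of Supplementary Table 2 genes from 22 to 40.

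Normexp background correction moved several medians toward 0, as an offset added to each signal does: Supplementary Table 1 genes 1.28, Supplementary Table 2 genes -1.30, interferon-induced genes 2.05, macrophage markers 1.83, p53 targets -0.20, and *Dnm1l* -1.21. The deposited normalized values gave 1.98, -1.73, 2.26, 2.30 and, for *Dnm1l*, -1.34, and the cause was not tested. The median of a gene's probes gave 2.10 and -1.73 for the tables, 2.28 for interferon-induced genes and -0.79 for *Dnm1l*, where its dim probe enters. Probes well above background on both arrays gave 2.34 for interferon-induced genes, from 28 of 32 genes. Spike-in scaling moved p53 targets to -0.20, by the difference of 0.04 between scalings. No direction changed among these results.

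Of 23 other lists, 15 kept the sign of their median under every alternative and 8 did not. With no filter on dim probes the cholangiocyte list was at -0.46, the cytokine list at -0.32 and the female-biased and neutrophil lists at -0.47, since undetected genes enter at the floors. On probes well above background on both arrays the cytokine list was at -0.82, from 2 genes, the monocyte list at 1.31, from 4 genes, and the list of other genes named by the paper at -0.08. Normexp background correction put the neutrophil list at -0.06. With no floor the monocyte list was at 1.93 and the B cell list at 0.15, and with the deposited values they were at 0.44 and 0.18 and mitochondrial dynamics genes at 0.04. Beyond the filters and floors the cause was not tested. *Bst2* was at -0.17 in the deposited values, and the cause was not tested. Of 134 named genes past the threshold, 133 kept their sign under every alternative that held them.

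Signal over background limits the smaller values, since 266 higher and 286 lower genes were not well above background on 1 array. No paired analysis was possible because each genotype has 1 array.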

Differences from the paper's values

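The paper's counts of 680 higher and 559 lower genes stand beside 705 and 566 here, and its tables of 46 and 43 genes beside 31 and 30 genes of those tables past the threshold. None of these pairs differs by over 1.5 times in the main setting.

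The paper lists the genes of Supplementary Table 1 as upregulated at its threshold. Here 15 of the 46 did not reach it. *Pirb* had a log2 ratio of -0.12 at its brightest probe, which is not certain to be specific, and of 2.66 at its other probe. Under alternatives set before the data were examined, normexp background correction, no filter on dim probes, the Z score among probes of similar signal and the robust Z score each called *Ddx58*, *Nlrc5*, *C2*, *Ifitm3* and *Ifih1*. The Z score among probes of similar signal also called *B2m*, *H2-D1*, *H2-L*, *H2-K1*, *H2-Q7* and *H2-T23*. Counting any detected probe, applied to the tables after seeing the values, called *Ddx58*, *Sp110*, *B2m* and *Pirb*. The deposited normalized values with any detected probe, also chosen after seeing the values, called *Ddx58*, *Sp110*, *Pirb*, *Bag6* (Z score 3.72) and *Otud7b* (4.61), and no other setting called *Bag6* or *Otud7b*.

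The paper lists the genes of Supplementary Table 2 as downregulated at its threshold. Here 13 of the 43 did not reach it. The robust Z score called 10 of them, all but *Anapc5*, *Knstrn* and *Rbbp8*. Normexp background correction and the filter to probes well above background on both arrays each called *Aspm*, *Cdca5*, *Cdca8*, *Cdk1*, *Kif20b*, *Ncapd2*, *Sgol1* and *Smc4*. The Z score among probes of similar signal called these except *Aspm*, and *Spc25*. The deposited normalized values called *Aspm*, *Cdca5* and *Cdk1*, no filter on dim probes *Cdca5* and *Sgol1*, and the median of a gene's probes *Rbbp8*. Counting any detected probe, applied to the tables after seeing the values, called *Anapc5*, *Knstrn* and *Rbbp8*. The deposited normalized values with any detected probe, chosen after seeing the values, called *Aspm*, *Cdca5*, *Cdca8*, *Cdk1*, *Knstrn*, *Rbbp8*, *Sgol1* and *Smc4*.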

Other observations

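The tests on single probes, on the deposited values and on scaling of the p53 targets were chosen after the values were seen, and the others before.

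Scaling of the arrays was argued against for the main lists, since with spike-in scaling the median log2 ratio was 2.44 for interferon-induced genes, -1.96 for mitotic genes and -0.20 for p53 targets, and no sign changed with quantile normalization. Fewer non-parenchymal cells in the *Drp1*LiKO culture were argued against as the source of the lower mitotic genes, since endothelial markers rose by a median of 1.66. Lower proliferation of the hepatocytes stays open and was not tested further.

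Noise between spots gives an expected SD of 0.20 for the log2 ratio, against 0.65 over all detected probes, but spots of 1 array hold no spread between cultures, so a difference between genotypes and one between any 2 cultures cannot be told apart. Noise of single probes was argued against as the whole cause of the genes past the threshold. Of 338 other detected probes of these genes, 277 (82.0%) had the sign of the gene, with a 95% exact binomial interval from 77.4% to 85.9%, against 65.8% of 8973 probes of genes with a Z score between -1 and 1. Probes of the same gene and arrays are not independent, so the interval may be too narrow, and it holds no spread between cultures.

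The deposited normalized values of *Drp1*LiKO differ from the *Drp1*LiKO array in the order of probes (rank correlation 0.958), which argues against a normalization that keeps this order. Noise of single spots is argued against too, since the differences of 2 probes of a gene were correlated across 4086 genes (0.23, and at most 0.041 in 1000 shuffles). Genes are not independent replicates. Another culture or RNA extract of *Drp1*LiKO may be the source, with 3.57% of probes over 2-fold apart, but the tables name no other array and this cannot be told apart from a processing step that was not stated.

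Cytokines and receptors named by the paper were read in these cultures, which had no LPS. The probes of *Tnf* disagreed, with a log2 ratio of -0.17 at the brightest and a signal of 61.4 in control and 10.6 in *Drp1*LiKO cells at the other, at least 4.65-fold lower. *Ccl2* had a log2 ratio of -1.47. *Il6* was at least 3.37-fold, *Il1b* at least 1.78-fold and *Ifnb1* at least 4.51-fold higher in *Drp1*LiKO cells. *Il10*, *Ifng* and *Nlrp3* were not well above background on either array. The list of cytokines had a median of 0.84 over 5 detected genes, 3 of them bounds (98.1% of random lists lower), and it was below 0 under both other filters on dim probes. Other genes named by the paper had a median of 0.16 (93.6%).

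Among the remaining lists, acute phase genes had a median of -0.43, below that of all random lists, with *Lcn2* higher at 1.70. Unfolded protein response genes had a median of 0.41, above 99.99% of random lists, and integrated stress response genes one of 0.14, above 98.2%. Mitochondrial dynamics genes had a median of -0.08 (33.4% lower), including *Dnm1l*, and mitophagy genes 0.06 (90.8%). Monocyte markers had a median of -0.04 (52.0%) over 7 detected genes, which was 1.31 on probes well above background on both arrays and 1.93 with no floor. Neutrophil markers had a median of 0.38 over 3 detected genes (74.4%), B cell markers -0.29 over 3 (25.4%), and T and NK cell markers -0.46 over 2. The monocyte and B cell medians are the ratios of *Ms4a6c* and *Ms4a1*, which are bounds. The neutrophil median is the ratio of *Camp*, which was not well above background in control cells, although its signal of 19.4 lay above the floor. Explanations for these values were not tested.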
